# Epithelial-Mesenchymal Plasticity Induced by Discontinuous Exposure to TGFβ1 Promotes Tumour Growth

**DOI:** 10.3390/biology11071046

**Published:** 2022-07-12

**Authors:** Mafalda Santos, Marta Ferreira, Patrícia Oliveira, Nuno Mendes, Ana André, André F. Vieira, Joana B. Nunes, Joana Carvalho, Sara Rocha, Mafalda Azevedo, Daniel Ferreira, Inês Reis, João Vinagre, Joana Paredes, Alireza Heravi-Moussavi, Jorge Lima, Valdemar Máximo, Angela Burleigh, Calvin Roskelley, Fátima Carneiro, David Huntsman, Carla Oliveira

**Keywords:** MET, cellular heterogeneity, self-Renewal, EMT, tumourigenic potential

## Abstract

**Simple Summary:**

In this manuscript, we used a non-genetically manipulated EMT/MET cell line model to demonstrate that epithelial mesenchymal plasticity occurring in normal cells generates co-existing phenotypically and functionally divergent cell subpopulations which result in fast growing tumours in vivo.

**Abstract:**

Transitions between epithelial and mesenchymal cellular states (EMT/MET) contribute to cancer progression. We hypothesize that EMT followed by MET promotes cell population heterogeneity, favouring tumour growth. We developed an EMT model by on and off exposure of epithelial EpH4 cells (E-cells) to TGFβ1 that mimics phenotypic EMT (M-cells) and MET. We aimed at understanding whether phenotypic MET is accompanied by molecular and functional reversion back to epithelia by using RNA sequencing, immunofluorescence (IF), proliferation, wound healing, focus formation and mamosphere formation assays as well as cell xenografts in nude mice. Phenotypic reverted epithelial cells (RE-cells) obtained after MET induction presented epithelial morphologies and proliferation rates resembling E cells. However, the RE transcriptomic profile and IF staining of epithelial and mesenchymal markers revealed a uniquely heterogeneous mixture of cell subpopulations with a high self-renewal ability. RE cell heterogeneity was stably maintained for long periods after TGFβ1 removal both in vitro and in large tumours derived from the nude mice. Overall, we show that phenotypic reverted epithelial cells (RE cells) do not return to the molecular and functional epithelial state and present mesenchymal features related to aggressiveness and cellular heterogeneity that favour tumour growth in vivo. This work strengthens epithelial cell reprogramming and cellular heterogeneity fostered by inflammatory cues as a tumour growth-promoting factor in vivo.

## 1. Introduction

Epithelial-to-mesenchymal transition (EMT) and the reverse process, mesenchymal-to-epithelial transition (MET), are biological mechanisms naturally occurring during embryogenesis and regeneration [1,2]. Although contradictory at first, the role of EMT and MET in cancer progression and metastasis has now been fully acknowledged [2,3,4,5,6]. While EMT enables epithelial cancer cell dissemination, bestowing cells with increased invasion, migration and stem cell properties, MET facilitates the establishment of these cells at secondary sites [3,7,8]. EMT and MET were previously seen as strict transition states where cells acquire specific phenotypes and molecular signatures. However, this biological programme is very dynamic and cannot be accurately defined by limited sets of markers or phenotypic changes. The concomitant expression of epithelial and mesenchymal markers in cancer cells suggests the occurrence of hybrid EMT states [1,8,9,10]. This cellular plasticity confers advantageous features to cancer cells, conferring them with increased adaptability to microenvironment cues and resistance to several stressors [11]. Supporting this, Armstrong et al. showed that >75% of circulating tumour cells (CTCs), isolated from patients with metastatic prostate and breast cancers, exhibited intermediate phenotype and stem cell markers [12]. Moreover, Yu et al. observed that CTCs from breast cancer patients show a varying proportion of epithelial and mesenchymal markers associated with different breast cancer subtypes and treatment responses [13].

Many strategies have been described to induce EMT in vitro, such as artificially induced overexpression of transcription factors, namely Snail and Twist1 [14,15,16], or treatment with growth factors or cytokines such as TGFβ1, EGF and NGF [1,17,18]. These in vitro as well as in vivo studies have strengthened the hypothesis that EMT followed by MET occurs at different levels of cancer progression. Hugo et al. showed that the primary tumours derived from breast cancer cells exhibited evidence of EMT at the invasive front, while the derived metastasis expressed high levels of E-cadherin, suggesting MET [8]. Tsai et al. showed that after activation of the EMT inducer Twist1, cancer cells disseminated into the blood circulation, but Twist1 was inactivated to induce MET, allowing disseminated cancer cells to metastasize [19]. In line with this, Ocaña et al. demonstrated that loss of the EMT inducer Prrx1, together with the acquisition of an epithelial phenotype and stem cell properties, were required for cancer cells to form metastases in vivo, reinforcing MET as an important event for cancer colonization [20].

Several reports also correlate EMT drivers with increased stemness and the prevalence of tumour-initiating cells (TICs) [21,22]. Available EMT/MET models study mammary stem cells and cancer stem cells separately, or they rely on cell transformation through activation of an oncogene, such as KRAS [22]. The EMT driver TGFβ was able to trigger increased breast TICs in claudin-low breast cancer cell lines [23]. However, in a different study, it was suggested that TGFβ had an inhibitory role in breast TICs [24]. The molecular contexts in which these events occurred were not disclosed. Increased stemness causes phenotypic diversity in cancer cells [25]. Dynamic and reversible cell state transitions cause phenotypic variability and allow for quick adaptive responses to a variety of stressful situations, which can have a significant impact on cancer progression [26]. Herein, we hypothesize that EMT followed by MET promotes cell population heterogeneity, and this favours tumour growth. We characterized and explored an EMT/MET model and unveiled that MET generates population heterogeneity, which may drive tumour growth in vivo.

## 2. Materials and Methods

### 2.1. Cell Culture

EpH4 [25], provided by Dr. Angela Burleigh and Dr. Calvin Roskelley, was cultured as in [26]. The MCF10A cell line was cultured in DMEM/F12 Glutamax™ medium supplemented with horse serum (5%, Lonza, Basel, Switzerland), recombinant human insulin (5 μg/mL), penicillin-streptomycin (1%, Invitrogen), hydrocortisone (500 ng/mL, Sigma-Aldrich, Burlington, VT, USA), cholera toxin (20 ng/mL, Sigma-Aldrich, Burlington, VT, USA) and recombinant human epidermal growth factor (20 ng/mL, Sigma-Aldrich, Burlington, VT, USA). Cell authentication was performed by Ipatimup’s Cell Lines Bank using Powerplex16 STR amplification (Promega, Madison, WI, USA). The M cells were obtained as in [26] using Transforming Growth Factor-β1 (TGFβ1, Sigma-Aldrich, Burlington, VT, USA). The RE cells were obtained as in [26] (Figure S1).

### 2.2. RNA Extraction and Quantification

RNA extraction, cDNA conversion and quantitative-Real-Time-PCR (qRT-PCR) from the E, M and RE cells were performed as in [26]. The qRT-PCR assays used were TaqMan Gene Expression (ThermoFisher, Waltham, MA, USA) and PrimeTime-qPCR (IDT, San Diego, CA, USA): CDH1 (Mm00486909_g1), Ocln (Mm.PT.47.16166845), Mgat3 (Mm00483213_m1), Zeb2 (Mm.PT.47.13169136), Vim (Mm01333430_m1), CDH2 (Mm.PT.45.14052292), Twist1 (Mm00492575_m1), GAPDH (Mm99999915_g1) and 18S (Hs99999901_s1). The data were analysed by the 2^(−ΔΔCT)^ method [27] and compared using the Mann–Whitney test [28].

### 2.3. Immunocytochemistry

The E, M and RE cells were fixed with methanol (Merck, Burlington, VT, USA), blocked using 3%BSA-PBS-0.5%Tween20 (Sigma-Aldrich, Burlington, VT, USA) and incubated with anti-Snail (L70G2, 1:50, Cell Signaling, Danvers, TX, USA), anti-MMP2 (42-5D11, 1:50, Calbiochem, San Diego, CA, USA) and anti-mouse Alexa 488 (A-11029, 1:500, ThermoFisher, Waltham, MA, USA). For E-cadherin and Fibronectin co-immunocytochemistry, the cells were fixed and blocked as previously described and co-incubated with anti-E-cadherin (1:50, Cell Signaling, Danvers, TX, USA), anti-Fibronectin (1:50, Santa Cruz, Dallas, TX, USA) overnight at 4 °C and anti-rabbit or anti-mouse Alexa 488 or 594, respectively, at room temperature for 1 h (1:500, ThermoFisher, Waltham, MA, USA). Coverslips were mounted using Vectashield-DAPI mounting medium (Vector Laboratories, Burlingam, CA, USA). Images were taken with ZeissImager.Z1AxioCamMRm (Zeiss, Oberkochen, Germany). These experiments were repeated at least three times, where several fields were photographed to represent the maximum intensity projection.

### 2.4. Whole-Transcriptome Sequencing

The RNA for whole-transcriptome sequencing (RNAseq) was extracted from 2 biological replicates of EpH-4 cell line stages (E, M and RE) using the mirVana miRNA Isolation Kit (Invitrogen, OR, USA) according to the kit’s instruction manual and maintained at −80 °C until further processing. Genomic DNA was removed using RNase-Free-DNase (Qiagen, Hilden, Germany) and purified using an RNEasy Mini Kit (Qiagen, Hilden, Germany). The RNA quality was analysed using an Agilent2100 Bioanalyzer (RIN > 9.7). The E, M and RE cells were sequenced using an Illumina Genome Analyzer (n = 2) as a service at BCCA. The unique reads were mapped to the NCBI-m37 mouse genome using Bowtie, TopHat2 and differentially expressed genes (DEGs) detected using the edgeR R package. Genes with a log2fold change >1 or <−1 and corrected *p* < 1.00 × 10^−2^ were considered DEGs (Figure S3). Statistics performed using the R. ClusterProfiler R package (version 4.0.5) was used for the assessment of significantly enriched GO terms and pathways (padj < 5.00 × 10^−2^). The hierarchical clustering was performed using the heatmap.2 function from the gplots R package, with the complete method used as an argument for the hclust function that computed the hierarchical clustering. We used the Euclidean method to compute the distance and the complete method to perform the hierarchical clustering. The whole-transcriptome sequencing data were deposited at GEO, and its accession number was GSE181008.

### 2.5. BrdU Assay

The E, M and RE cells were incubated with 1 μL of BrdU solution (ThermoFisher, Waltham, MA, USA) for 90 min, washed with a phosphate-buffered saline solution (PBS) and fixed using 4% formaldehyde (Sigma-Aldrich, Burlington, VT, USA). Next, the cells were treated with 2M-HCl (Merck, Burlington, VT, USA), washed with PBS-0, 5% Tween 20*–*0 and 5% BSA (Sigma-Aldrich, Burlington, VT, USA) and incubated with anti-BrdU antibody (1:10, ThermoFisher, Waltham, MA, USA) and anti-mouse Ig-FITC (1:100, ThermoFisher, Waltham, MA, USA). The coverslips were mounted using Vectashield-DAPI mounting medium (Vector Laboratories, Burlingam, CA, USA). Images were taken with ZeissImager.Z1AxioCamMRm (Zeiss, Oberkochen, Germany), and the stained nuclei were counted. Statistical analysis was performed using the Mann–Whitney test [28].

### 2.6. Focus Formation Assay

The E, M and RE cells were plated in 100-mm plates and grown for 21 days (TGFβ1-supplemented for M-cells). Brightfield images were taken for phenotype comparison [27].

### 2.7. Wound Healing Assay

Wounds were produced in confluent E, M and RE cell cultures using a filter tip. Brightfield images of several E, M and RE cell wounds were taken at distinct timepoints (maximum: 12 h) [28].

### 2.8. In Vivo Tumourigenesis Assay, H&E Staining and KI67 Immunohistochemistry

First, 1 × 106/2 × 106 E, M or RE cells resuspended in 100 μL of DMEM-F12 were inoculated in the mammary fat pad of 5–6-week-old female NIH(S)II-nu/nu mice. For the pilot study, 2 mice were inoculated with E, M or RE cells in the mammary fat pad (total n = 6). For the in vivo tumourigenicity assay, 5 mice with double E/RE cell inoculation and 5 mice with single M cell inoculation (total n = 15) were used. Two mice were excluded due to unrelated health issues. For the in vivo syngeneic transplantation assay, 1-mm^3^ sections of 1 E, 1 M and 3 RE tumours were transplanted into the mammary fat pads of 5 mice. The tumours were measured with callipers, and the volumes were estimated using (Width ∗ Length^2^)/2. The experiments were carried out in accordance with European Guidelines for the Care and Use of Laboratory Animals, Directive-2010/63/UE and national regulations (Diário da República-1.^a^ série-N.°151). All mice were humanely euthanized. All tumours were formalin-fixed, paraffin-embedded and stained for hematoxylin and eosin. The immunohistochemistry were performed for Ki67 as in [29] (ThermoFisher, Waltham, MA, USA). Three representative fields of each tumour were selected, and the Ki67-stained nuclei were counted using D-sight software (A.Menarini Diagnostics, Florence, Italy). The sections of 2 E tumours, 3 M tumours and 6 RE tumours were conserved in RNA (ThermoFisher, Waltham, MA, USA) and later used for RNA extraction, cDNA conversion and qRT-PCR as in [26]. Statistical analysis was performed using the Mann–Whitney test [28].

### 2.9. First Passage Mammosphere Formation Assay

The E, M and RE cells were plated (750 cells/cm^2^) in 6 1.2% polyhema-coated wells (Sigma-Aldrich, Burlington, VT, USA). The mammospheres were grown in DMEM/F12 medium supplemented with 5 mg/mL insulin, 0.5 mg/mL hydrocortisone, 2% B27 and 20 ng/mL epidermal growth factor [29]. The mammospheres were counted after 5 days. Statistical analysis was performed using the Mann–Whitney test [28].

## 3. Results

### 3.1. Phenotypic EMT/MET vs. Molecular EMT/MET

To decipher the mechanisms underlying naturally occurring MET, we established and characterized an in vitro EMT/MET model using the near-normal EpH4 mouse mammary epithelial cell line (E cells) exposed to the EMT inducer TGFβ1 [30]. This non-cancer cell line was selected to prevent cancer-related bias. Moreover, this model has a homogenous nature both in terms of brightfield morphology and epithelial and mesenchymal marker expression [30]. After 7 days of TGFβ1 treatment, the E cells acquired a fibroblastoid phenotype, resembling mesenchymal cells (M cells, Figure 1a). The TGFβ1 was then removed from the culture medium, and after another 4 days, brightfield microscopy revealed widespread recovery of an epithelial phenotype (reverted epithelial (RE) cells, Figure 1a and Figure S1). To confirm EMT induction and reversion, the E, M and RE cells were characterized for expression of the epithelial (*CDH1*, *Ocln* and *Mgat3*) and mesenchymal (*Vim*, *CDH2*, *Zeb2*, *Snai1* and *Twist1*) markers by qRT-PCR (Figure 1b). As we previously reported, we did not observe a significant alteration in *CDH1* expression, but the function of the corresponding protein E-cadherin was impaired due to downregulation of the *Mgat3* expression in the M cells, which is responsible for GnT-III-mediated glycosylation [30]. Moreover, the M cells displayed significant downregulation of other epithelial markers (*Ocln*) and upregulation of certain mesenchymal markers (*Vim* and *Zeb2*). In the RE cells, the expression of *Ocln*, *Mgat3* and *Vim* returned to levels similar to those of the E cells. In contrast, *Zeb2* expression remained elevated in the RE cells, while *Snai1* and *Twist1* exhibited no alterations across the E, M and RE cells (Figure 1b). Immunofluorescence staining of these E, M and RE cells for the *Snail* and *MMP2* mesenchymal markers showed the classical EMT pattern, since they are not expressed in E cells and are expressed in M cells, but they remained unchanged in the RE cells compared with the M cells, suggesting that the RE cells did not fully revert to the epithelial state (Figure 1c). Overall, the phenotypic changes, gene expression and immunofluorescence results support that the current EMT model mimics phenotypic EMT (M-cells) and MET but also suggests that phenotypic MET may not be accompanied by molecular and functional reversion back to epithelia.

### 3.2. Phenotypic MET Is Not Supported by Complete Molecular Reversion Back to Epithelia

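Whole-transcriptome libraries were made from 2 biological replicates each of E cells, of M cells after 7 days of TGFβ1 treatment and of RE cells, which had been cultured for another 4 days after removal of TGFβ1. All are stages of EpH4, a mouse mammary epithelial cell line. The authors mapped the unique reads to the mouse genome with Bowtie and TopHat2 and deposited 1 table with a whole number for each of 17428 gene symbols in each library, without normalization. The values are too large to be numbers of reads. They sum to 1931743803 and 1789125650 in the E libraries, to 2396427835 and 2267081871 in the M libraries and to 2316093140 and 2130369182 in the RE libraries. Among the values from 1 to 400, between 44.8% and 48.4% in each library are whole multiples of 50. The values were therefore handled as coverage, that is, as sequenced bases summed over each gene from reads of 50 bases, which gives between 35782513 and 47928557 reads' worth of bases per library. How the reads were summed per gene and with which annotation is not named in the paper's text, so overlapping genes and genes with near-identical copies may share coverage, and no genome coordinates are given here. Each gene's coverage was expressed in ppm of the library total after TMM normalization, with factors from 0.883 in the first M library to 1.12 in the first E library. The 13893 genes with at least 500 bases (10 reads' worth) in at least 2 libraries were tested with limma on log2(normalized coverage in ppm + 0.1), all 6 libraries in 1 fit, with Benjamini-Hochberg adjustment in each comparison. The test named in the paper's methods, edgeR, needs read counts and was not run on coverage. A log2 fold change on this scale understates the change of genes with low coverage. DEGs were called at a log2 fold change above 1 in either direction and an adjusted p below 0.01, the thresholds of the paper's methods. Coverage of 3 reads' worth or less (150 bases), or 0.0633 to 0.079 ppm depending on the library, was treated as the floor, which covers counting error only. Replicates were unequal in spread. The SD across genes of the log2 difference between replicates was 0.558 for the E libraries, 0.317 for the M libraries and 0.309 for the RE libraries, and 1075, 293 and 224 genes differed more than 2-fold between the replicates of E, M and RE, respectively.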

We next used whole-transcriptome sequencing (RNAseq) to explore the differences and similarities between the E, M and RE cells. 

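The expression of 8 epithelial and mesenchymal markers is given as normalized coverage in ppm, as mean ± SD over the 2 libraries of each group (n = 2), and the adjusted p-values are from limma. *Cdh1* was at 304 ± 37.6 in the E cells, 273 ± 45.4 in the M cells and 268 ± 3.25 in the RE cells, and neither difference from the E cells exceeded the spread between replicates (log2 fold change −0.16, adjusted p = 0.453 by limma in E vs. M, and −0.17, adjusted p = 0.436 in E vs. RE). *Ocln* fell from 41.4 ± 0.007 in the E cells to 6.32 ± 0.942 in the M cells and was at 24.1 ± 2.69 in the RE cells. Its log2 fold change was −2.70 (standard error 0.16, adjusted p = 6e-05 by limma) in E vs. M and −0.79 (standard error 0.16, adjusted p = 0.0134), which was not called, in E vs. RE. *Mgat3* fell from 88.5 ± 16.1 to 2.17 ± 0.781 in the M cells (log2 fold change −5.32, standard error 0.26, adjusted p = 2.99e-05 by limma) and returned to 44.8 ± 4.78 in the RE cells, where it was not called against the E cells (−0.97, adjusted p = 0.0288) except after removal of the trend on GC content and length with the replicate block (−1.06). *Vim* rose from 4.85 ± 2.34 to 78.3 ± 9.81 in the M cells and was at 22.9 ± 1.98 in the RE cells, a log2 fold change of 4.07 (standard error 0.31, adjusted p = 0.000133 by limma) in E vs. M and of 2.30 (standard error 0.31, adjusted p = 0.00286) in E vs. RE. *Zeb2* was at 14.4 ± 5.01, 128 ± 8.41 and 78.2 ± 4.78 in the E, M and RE cells, and both the rise in the M cells (log2 fold change 3.18, adjusted p = 0.000107 by limma) and the remaining rise in the RE cells (2.48, adjusted p = 0.000945) were called. *Snai1* was at 6.50 ± 1.89 in the E cells, 22.7 ± 1.82 in the M cells and 18.9 ± 0.868 in the RE cells, with log2 fold changes of 1.82 (adjusted p = 0.000844 by limma) in E vs. M and 1.56 (adjusted p = 0.00323) in E vs. RE. *Cdh2* was called in E vs. M (1.86, adjusted p = 0.00068 by limma) but not in E vs. RE (0.71, adjusted p = 0.0416). *Twist1* was not called in either (−0.83, adjusted p = 0.0133 by limma, and −0.12, adjusted p = 0.678), but it was called in E vs. M with library totals (−1.12), and its E vs. RE difference changed sign to 0.25 when each library's trend on GC content and transcript length was removed. The setting that moved these calls most was a fit of only the 2 groups compared, in which *Vim* (adjusted p = 0.014 by limma) and *Snai1* (adjusted p = 0.016) were no longer called in E vs. RE. The *Vim* difference rests on unequal E libraries: without 1 library at a time, its log2 fold change in E vs. M ran from 3.56 to 4.57. With the replicate number as a block, no call on these 8 markers in these comparisons changed.

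**Figure D1:**
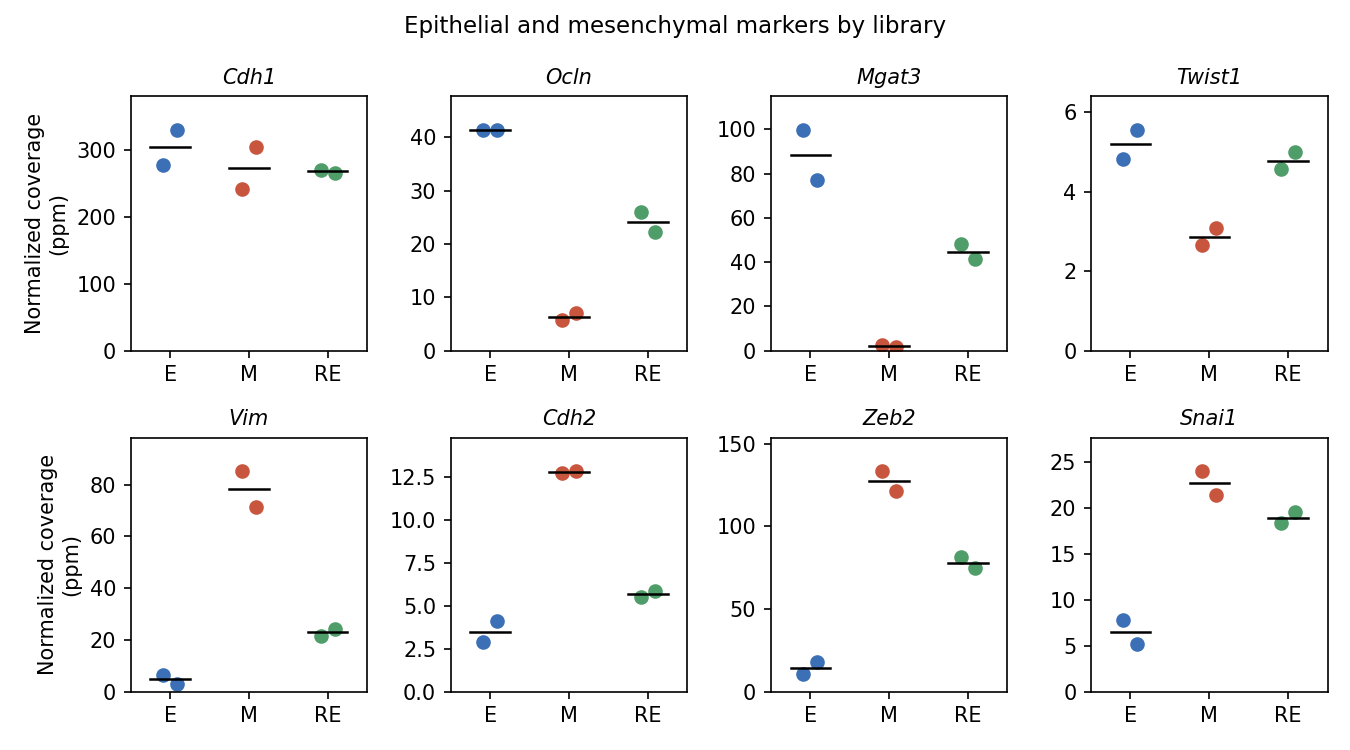
Normalized coverage in ppm (vertical axis, linear, from 0) of 8 markers in the E, M and RE cells. Each point is 1 of the 2 libraries of a group and each line is their mean. *Mgat3* has means of 88.5, 2.17 and 44.8, and *Zeb2* of 14.4, 128 and 78.2, in the E, M and RE cells.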

A good correlation was observed between the expression pattern obtained through qRT-PCR and RNAseq for the epithelial and mesenchymal markers (Figure S2). This validation allowed the use of RNAseq data to assess the expression variation of other EMT-associated markers that supported EMT and partial MET (S2Fig). 

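Beyond the markers measured by qRT-PCR, *Cldn1* coverage was 5.09 ± 0.462 ppm (SD, n = 2) in the E cells, 1.249 ± 0.201 in the M cells and 11.0 ± 0.602 in the RE cells. It was lower in the M than in the E cells (log2 fold change −1.95, standard error 0.20, adjusted p = 0.000476 by limma) and higher in the RE than in the M cells (3.05, standard error 0.20, adjusted p = 8.37e-05). Its mean in the RE cells was 2.16 times that in the E cells (adjusted p = 0.00826 by limma), which is close to both thresholds, and it was not called under 7 other settings. They were the fit of only the 2 groups compared (adjusted p = 0.022 by limma), no filter (0.017), library totals (0.012), array weights (0.03), a pseudocount of 1 (log2 fold change 0.98), and removal of the trend on GC content and transcript length (0.85) without and with the replicate block. *Fn1* was at 3856 ± 2100 in the E cells, 18020 ± 84.5 in the M cells and 10990 ± 691 in the RE cells. The increase in the M cells was called (2.34, standard error 0.36, adjusted p = 0.00262 by limma), but not when only the 2 groups compared were fitted (adjusted p = 0.011). The increase in the RE cells (1.63, standard error 0.36, adjusted p = 0.0165 by limma) and the decrease from M to RE (−0.71, adjusted p = 0.178) were not called. The decrease is under the fold threshold, and its adjusted p by limma was below 0.01 in a fit of M and RE alone, without the unequal E libraries in the variance, and with array weights. The increase in the RE cells was called with array weights and after removal of the trend on GC content and length. Because the E libraries differed in *Fn1*, the E vs. M value ran from 1.75 to 2.92 without 1 library at a time. The E vs. RE value ran from 1.04 to 2.21. *Mmp2* was low in the E (1.09 ± 0.0523) and M cells (1.46 ± 0.0407), between which it was not called (0.40, adjusted p = 0.173 by limma) although both M libraries lay above both E libraries, and was at 4.87 ± 0.492 in the RE cells, above the M cells (1.67, standard error 0.21, adjusted p = 0.00147 by limma) and the E cells (2.07, standard error 0.21, adjusted p = 0.00129). *Mmp9* rose from 1.59 ± 0.246 in the E cells to 913 ± 57.2 in the M cells (9.09, standard error 0.23, adjusted p = 1.91e-05 by limma) and was back at 1.62 ± 0.514 in the RE cells (−9.09, standard error 0.23, adjusted p = 1.07e-05). None of the calls on these 4 genes depended on the replicate block.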

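Among the genes tested, 2303 DEGs were called in E vs. M, 1142 of them higher and 1161 lower in the M cells. In M vs. RE, 1745 DEGs were called, 1102 higher and 643 lower in the RE cells, and in E vs. RE 1244, 808 higher and 436 lower in the RE cells. A total of 3287 genes were called in at least 1 of the 3 comparisons. The replicates of the 3 groups carry the same numbers, and deviations from the group mean of same-numbered libraries correlated across genes at 0.27 for E and M, 0.058 for E and RE and 0.12 for M and RE. With the replicate number as a block, the counts were 2351 in E vs. M, 1764 in M vs. RE and 1181 in E vs. RE, and 2237, 1686 and 1139 of the genes were called in the same direction in both fits. Relative to its size, the count that moved most was that of E vs. RE in a fit of only the 2 groups compared, which called 1645, 2307 and 430 genes. The fit of all 6 libraries pools the spread of the 3 groups for each gene, and the E replicates differed most (SD 0.558, against 0.317 for M and 0.309 for RE). Pooling can make p too small in comparisons with E and too large in M vs. RE. Without it, both comparisons with E lost calls and M vs. RE gained them. At the fold change of 1.5 that the paper's results give, 3232, 2257 and 1751 genes were called. Scaling the libraries by their totals only, in place of TMM, shifted the median log2 fold change of all genes from −0.01 to −0.29 in E vs. M and from −0.02 to 0.18 in M vs. RE. The share of DEGs that were higher went from 49.6% to 30.5% in E vs. M and from 63.2% to 73.8% in M vs. RE, so the balance of higher and lower genes depends on the scaling. Among the DEGs with an average log2 value of at least 2, the largest increases in the M cells after *Mmp9* were those of *Adamts4* (log2 fold change 7.49, standard error 0.28, adjusted p = 1.91e-05 by limma) and *Tnc* (7.32, standard error 0.30, adjusted p = 1.95e-05). Among the same genes, the largest decrease was that of *Hp* (−8.72, standard error 0.51, adjusted p = 5.13e-05 by limma). *Hp* was at 162 and 54.8 ppm in the E libraries and at 0.0662 and 0.202 in the M libraries. The first M value is under the floor of that library (0.0709), so the size of the decrease depends on the pseudocount. For *C130090K23Rik*, the M libraries were at or under 3 reads' worth, and coverage in the E cells was at least 543-fold higher.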

The RNAseq data were also used to identify differentially expressed genes (DEGs) across the transcriptomic landscapes of the E, M and RE cells by comparing (1) the E and M cells, (2) M and RE cells and (3) E and RE cells (fold change >1.50 or <0.66, *p* < 1.00 × 10^−2^, Figure S3). These DEGs were then submitted for double hierarchical clustering analysis (Figure 1d). 

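The libraries were clustered on the DEGs of the 3 comparisons after scaling each gene to mean 0 and SD 1, with Euclidean distances and complete linkage as in the paper. The replicates of each group joined first, at 16.9 for RE, 17.0 for M and 31.6 for E. The RE and E pairs joined next, at 83.4, and the M pair last, at 105.1. Mean distances between groups were 77.9 for E and RE (72.5 to 83.4), 89.4 for M and RE (85.9 to 92.9) and 100.8 for E and M (96.6 to 105.1), so the distance of RE to E was 0.87 of that to M. Since the DEGs were chosen for differing between groups, distances between groups above those between replicates follow from that choice. The ratio was 0.69 on unscaled log2 values of the DEGs, and from 0.79 to 0.97 without 1 library at a time, the highest being without the second E library. RE and E also joined first with average linkage. In a principal component analysis of all genes tested, component 1 (61.2% of the variance) had the M libraries at 79.6 and 79.2 and the E and RE libraries between −53.8 and −30, and component 2 (27.9%) parted the E libraries (47.1 and 39.3) from the RE libraries (−54.6 and −44.2).

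**Figure D2:**
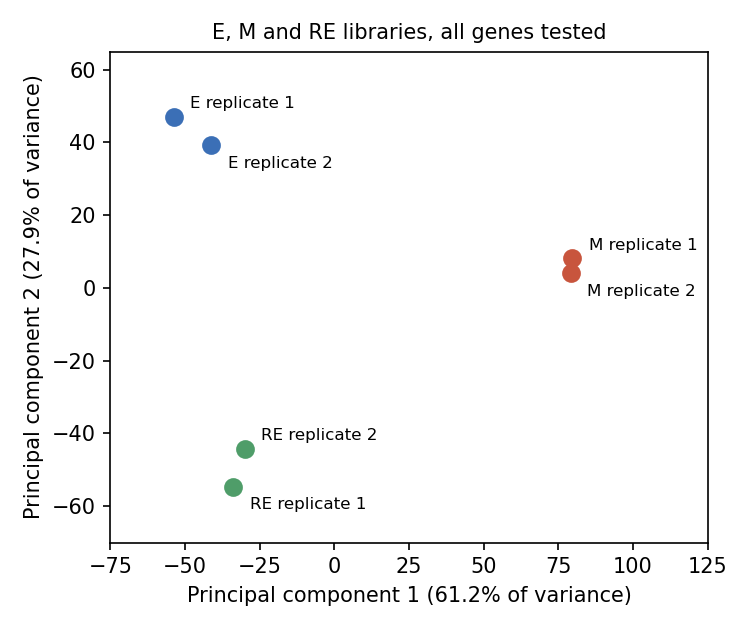
Positions of the 6 libraries on principal components 1 and 2 of log2 normalized coverage (axes in arbitrary units, with the percent of variance of each). Each point is 1 library. The M libraries stand apart on component 1, and the E and RE libraries on component 2, where they lie at 39.3 to 47.1 and at −54.6 to −44.2.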

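Of the genes called in E vs. M, 549 (23.8%) were also called in the same direction in E vs. RE, 317 of them raised and 232 lowered by TGFβ1 (526 with the replicate number as a block). A larger share, 1057 genes (45.9%), was called back towards the E cells in M vs. RE, and 865 (37.6%) were called back and no longer called against the E cells. Of the 1057 genes, 97 were still changed and 95 were called against the E cells in the opposite direction to their change in the M cells. Another 794 were called neither in M vs. RE nor in E vs. RE. The number still changed in the RE cells, 549, depended on the setting. It was 214 in a fit of only the 2 groups compared, 889 at a fold change of 1.5 and 872 at an adjusted p below 0.05. The E vs. M DEGs in these settings numbered 1645, 3232 and 2945. The residual, that is the log2 difference of RE from E divided by that of M from E, had a median of 0.37 over the E vs. M DEGs, with quartiles of 0.05 and 0.68. The E libraries enter both terms. With the first E library in the numerator and the second in the denominator the median was 0.41, and with the 2 exchanged it was 0.30. *Adamtsl3* and *Bahcc1* were among the genes that stayed high, with coverage of 3.47 ± 1.91 and 1.37 ± 0.381 ppm (SD, n = 2) in the E cells, 109 ± 13.5 and 36.0 ± 3.67 in the M cells, and 64.1 ± 6.44 and 27.6 ± 4.26 in the RE cells. Their log2 fold changes in E vs. RE were 4.27 (standard error 0.34, adjusted p = 0.000601 by limma) and 4.25 (standard error 0.23, adjusted p = 0.000358).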

Although the RE cell signature was more closely related to the E cells than the M cells overall, this cell state presented its own transcriptomic landscape. Indeed, the expression of 1288 genes was modulated only in the RE cells while remaining stable during EMT (both in the E and M cells). 

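The genes called in M vs. RE or E vs. RE and not in E vs. M numbered 984 (969 with the replicate number as a block). Of these, 384 were called in M vs. RE alone, 308 in E vs. RE alone and 292 in both, with 239 of the 292 higher and 53 lower in the RE cells than in both other states. The number depends on how a stable gene is defined: when an adjusted p of at least 0.05 and a log2 fold change below 0.5 in either direction in E vs. M were required, 322 genes were left. The genes with the smallest adjusted p in E vs. RE included *Masp1*, at 2.52 ± 0.647 ppm (SD, n = 2) in the E cells, 6.15 ± 1.39 in the M cells and 107 ± 31.2 in the RE cells, with a log2 fold change of 5.35 (standard error 0.28, adjusted p = 0.000358 by limma) in E vs. RE and 4.09 (standard error 0.28, adjusted p = 9.64e-05) in M vs. RE. It was just outside the threshold in E vs. M (1.26, adjusted p = 0.0112 by limma). *Nfkbiz* was raised in the RE cells against E (2.47, standard error 0.13, adjusted p = 0.000358 by limma) and M (3.22, standard error 0.13, adjusted p = 2.15e-05), and *Mylip* likewise (2.52 and 1.63, adjusted p = 0.000358 and 0.000287 by limma). Both also changed in E vs. M at an adjusted p below 0.01 (−0.75, adjusted p = 0.00437, and 0.89, adjusted p = 0.00317 by limma), and are RE-only because these changes were under the fold threshold. Among the genes lowered in the RE cells, *Il24* had log2 fold changes of −3.02 against E and −2.81 against M (adjusted p = 0.00036 and 8.65e-05 by limma), *Areg* of −3.26 and −3.09 (adjusted p = 0.00057 and 0.000175 by limma) and *Krt7* of −1.96 and −2.12 (adjusted p = 0.000592 and 0.000119 by limma).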

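The genes called only in comparisons with the RE cells were set against Reactome gene sets, since the collections used in the paper were not used here. With the genes tested and not called in E vs. M as the background (10748 genes with an identifier, 941 of them RE-only), 1 of 591 sets of at least 15 genes was over-represented at an adjusted p below 0.05 by a one-sided hypergeometric test. It was extracellular matrix organization, with 21 RE-only genes among 79 where 6.92 were expected (adjusted p = 0.0016 after Benjamini-Hochberg adjustment of the hypergeometric p). At an unadjusted p below 0.05 there were 20 sets. With all genes tested as the background, 0 of 654 sets passed (smallest adjusted p = 0.77) and 17 had an unadjusted p below 0.05. That background also holds the genes changed in E vs. M, which could not be RE-only.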

Among the top-ranking biological pathways, there were “morphogenesis of a branching epithelium”, “regulation of epithelial cell migration”, “small GTPase-mediated signal transduction” and also “negative regulation of locomotion”. Both “epithelial cell proliferation” and “positive regulation of mesenchymal cell proliferation” were also part of the highly significant biological pathways in RE cells (Figure 1e). These data further support that MET-generated epithelial-looking cells differ from their original epithelial counterparts at the molecular level, but they also differ significantly from the M-state cells from which they arose (Figure 1d–f and Figure S4). 

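The 15 genes legible as labels in the volcano plots (Figure 1f) had 9 coloured labels in E vs. M, 8 in M vs. RE and 8 in E vs. RE, and all of these were called in the direction of their colour. Since the labels are the paper's own calls on these libraries, their number gives no independent check. *Angpt1* was at 9.24 ± 1.57 ppm (SD, n = 2) in the E cells, 3.18 ± 0.073 in the M cells and 150 ± 13.7 in the RE cells, with a log2 fold change of 4.02 (standard error 0.17, adjusted p = 0.000172 by limma) against the E cells and 5.52 (standard error 0.17, adjusted p = 1.66e-05) against the M cells. *Edar*, at 8.60 ± 0.882, 0.0858 ± 0.019 and 48.8 ± 9.37 ppm and so close to the floor in the M cells, was raised by 8.03 on the log2 scale from M to RE (standard error 0.22, adjusted p = 1.12e-05 by limma), and *Itga2* fell by 6.02 (standard error 0.43, adjusted p = 0.000119 by limma). Among the genes with an average log2 value of at least 2, the largest decreases from E to RE were those of *Wnt7a* (−3.71, standard error 0.36, adjusted p = 0.00107 by limma) and *Slc4a11* (−3.38, standard error 0.29, adjusted p = 0.000764). In all, 399 genes were called in the RE cells in the same direction against both the E and the M cells, 324 of them higher and 75 lower, and 107 of them were also called in E vs. M. The paper takes the clustering, the enriched pathways, the volcano plots (Figure 1d–f) and the EMT genes (Figure S4) as further support that the RE cells differ at the molecular level from the E cells they resemble and from the M cells they came from.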

A deeper analysis of the biological functions and pathways significantly enriched across the experiment (Figure S5) showed that “Cellular Growth and Proliferation”, “Migration”, “Stemness” and “Cancer” were affected in these transitions. These observations further support the molecular differences between E, M and RE cells, highlighting that even though our in vitro model was developed using a near-normal cell line, a significant association with aggressiveness and cancer-related features was detected upon EMT/MET induction.

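Reactome gene sets were tested in each comparison with limma's camera test, which asks whether the genes of a set change more than the other genes tested, with its default inter-gene correlation of 0.01. Of 654 sets with 15 to 500 genes, 146 had an adjusted p below 0.05 in E vs. M (119 higher and 27 lower in the M cells), 211 in M vs. RE (10 higher and 201 lower in the RE cells) and 144 in E vs. RE (40 higher and 104 lower). With the replicate number as a block, 143, 205 and 154 sets passed. When the correlation was estimated from the residuals of the 6 libraries (median 0.08 over the sets), the test had 3 residual degrees of freedom, too few for a set to pass readily after adjustment. In that form 0 sets passed in any comparison, and 25, 18 and 10 had an unadjusted p below 0.05. The Reactome set with the smallest p in E vs. M was extracellular matrix organization, with a median log2 fold change of 0.96 over 165 genes (adjusted p = 9e-09 by limma's camera, 8.7e-09 with the block). In M vs. RE it was Cell Cycle, Mitotic, with a median of −0.35 over 383 genes (adjusted p = 2.5e-06 by limma's camera, 3.8e-06 with the block). In E vs. RE it was Eukaryotic Translation Elongation, with a median of −0.71 over 78 genes (adjusted p = 7.6e-13 by limma's camera, 1.7e-12 with the block).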

### 3.3. Phenotypic MET Generates E-like, M-like and Novel Cellular Subpopulations

Given that RE cells seem to be transcriptionally heterogeneous and have a set of quite specific molecular features, we next assessed the immunoexpression of the epithelial marker E-cadherin and the mesenchymal marker Fibronectin in situ in E, M and RE cells (Figure 2a). The E cells displayed homogenous E-cadherin membrane staining and lacked Fibronectin, while the M cells showed an irregular staining of membranous E-cadherin (described in [30]) and high expression of extracellular Fibronectin (Figure 2a). The RE cells revealed a far more complex expression pattern of these two markers that evidenced the existence of four distinct subpopulations (Ecad+/Fn+, Ecad+/Fn−, Ecad−/Fn+ and Ecad−/Fn−), some of which were previously absent from the E and M cells (Figure 2a). The most striking of all RE cell populations were those lacking E-cadherin expression (Ecad−/Fn+ and Ecad−/Fn−), which appeared exclusively in the RE cells, a molecular change that is generally associated with EMT. To better assess the extent of an RE cell’s phenotypic heterogeneity, full slides of stained RE cells were scanned. Of notice, no field was homogeneous for any of the four RE subpopulations previously described, reinforcing their spatial co-existence (Figure S6). To understand whether this heterogeneity was temporary and part of the reversal process back to the E state, the RE cells were cultured for longer periods without TGFβ1. After 7 days, the same four subpopulations were still observed in the RE cell cultures (Figure 2b). We could confirm this was not a specificity of the EpH4 on/off model, as the same transdifferentiation protocol applied to the human immortalized normal breast epithelial cell line MCF10A cells returned similar results. Brightfield images of the MCF-10A E, M and RE cells showed that the RE cells were a mixture of E-like and M-like cells (Figure 2c, upper panel). We could not optimize the Fibronectin staining in this cell line, so we chose Vimentin as a mesenchymal marker. Unlike EpH4 M cells, MCF10A M cells completely lose E-cadherin expression (Figure 2c, bottom panel). On the other hand, MCF10-A cells behave similarly to EpH4 cells after TGFβ removal from the media regarding heterogeneous E-cadherin and Vimentin staining across the culture, confirming that upon TGFβ on/off exposure, some cell populations do not fully revert to the E state.

### 3.4. Cellular Heterogeneity, Generated after Phenotypic MET In Vitro, Creates Functional Heterogeneity

Given that RE cells represent a heterogeneous cellular population which is stable for several days in culture, we explored RE cells’ functional behaviour in comparison to E and M cells. Moreover, we wanted to test the hints of aggressiveness observed in the transcriptomics analysis which were eventually triggered by these transitions. For that, we analysed the cell proliferation, cell behaviour when growing into a wound and growth pattern in a focus formation assay, as several related biological functions were found to be enriched in RE cells in the transcriptomics analysis (Figure 3a and Figure S5). BrdU incorporation revealed that the E and RE cells displayed a higher proliferation rate than the M cells, but only the RE cells were statistically different from the M cells (49% and 52% for E and RE cells, respectively, vs. 34% for M cells, *p* < 0.05, Figure 3b). 

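The M vs. RE volcano plot of proliferation-related genes (Figure 3b) has 33 legible coloured labels, 20 for genes higher and 13 for genes lower in the RE cells. Of the 32 that were tested, 17 were called higher and 12 lower in M vs. RE (30 labels called with the replicate number as a block), and 32 passed when the adjustment was made over the list alone, which, for a list of the paper's own calls, gives no independent check. In E vs. RE, 11 of the same genes were called higher and 1 lower in the RE cells. The list was read from the M vs. RE panel, so the numbers for the 2 comparisons are not on an equal footing. As a list chosen without these data, 97 S-phase and G2/M genes were tested with limma's camera. They had a median log2 fold change of −0.51 in M vs. RE, with 95 of 97 lower in the RE cells (adjusted p = 9e-12 by limma's camera, 4e-11 with the block), of −0.39 in E vs. RE, with 80 of 97 lower (adjusted p = 2.5e-06, 5e-06 with the block), and of 0.15 in E vs. M, with 67 of 97 higher in the M cells (adjusted p = 0.013, 0.016 with the block). The cell-cycle genes move together between replicates, with an estimated inter-gene correlation of 0.56. When that estimate replaced the default, in a test with 3 residual degrees of freedom, the adjusted p by limma's camera was 0.64 in M vs. RE, 0.64 in E vs. RE and 0.67 in E vs. M. With libraries scaled by their totals only, the medians were −0.14 in E vs. M, where the median of all genes fell by about as much, and −0.30 in M vs. RE, with 82 of 97 genes lower. Without 1 library at a time, the median in M vs. RE lay between −0.63 and −0.39. Few of these genes were DEGs by themselves: 3 were called lower in M vs. RE and 3 in E vs. RE.

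**Figure D3:**
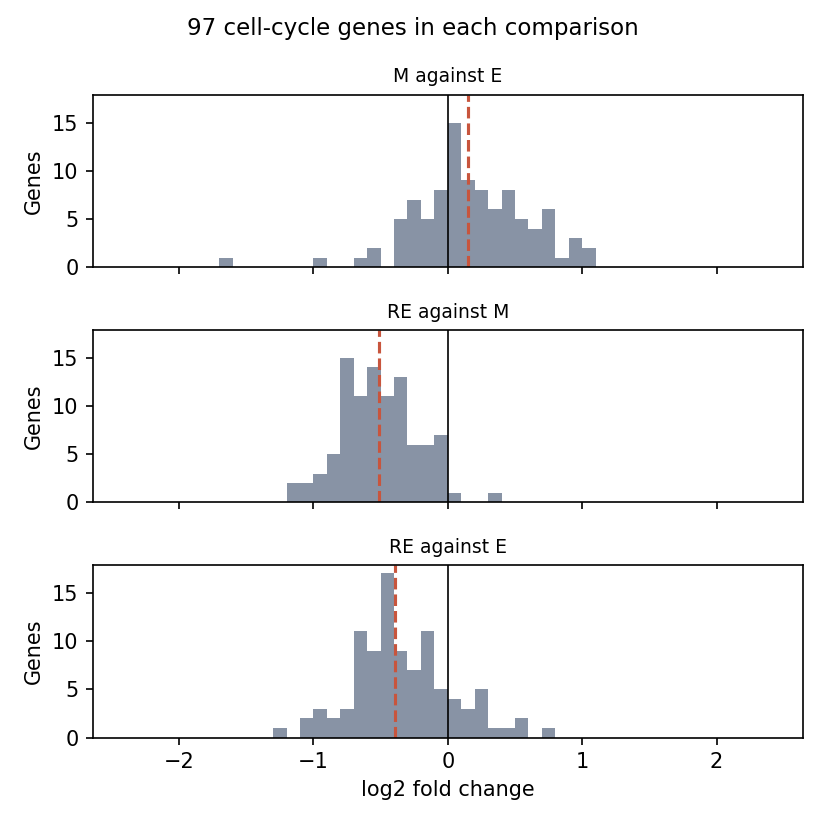
Number of genes (vertical axis) by log2 fold change (horizontal axis, bins of 0.1) for 97 cell-cycle genes in M against E (top), RE against M (middle) and RE against E (bottom). The solid line is at 0 and the dashed line at the median, which is 0.15, −0.51 and −0.39 from top to bottom, the first of them turning to −0.14 with scaling by library totals only, which lowers the median of all genes about as much.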

In fact, when comparing the RE cells with either the M or E cells for proliferation-related DEGs, the M cells presented a larger number of downregulated proliferation-associated genes than the E cells when both were compared with the RE cells, likely explaining why only the M cells differed from the RE cells in the vitro experiment (Figure 3a and Figure S5). The wound healing assays photographed and analysed at several timepoints showed that the M cells in the wound were mainly isolated, while a sheet of seemingly epithelial cells covered the wound area in the E cells (Figure 3c). In the RE cells, we observed both isolated cells resembling those seen in the M cells as well as areas with high cellular density, resembling the epithelial sheets seen in the E cells. In summary, the RE cells proliferated similarly to the E cells and faster than the M cells while displaying both isolated cells and epithelial sheets covering the wound, reminiscent of both the E and M cells (Figure 3c). To understand whether the RE cells acquired aggressive cancer-like features (Figure S5), we next ran a focus formation assay. For this, E, M and RE cells were cultured for 21 days, and their morphological differences were evaluated by brightfield microscopy (Figure 3d). The E cells generated a few small and spherical structures with defined edges which, according to Gordon et al., could be considered dome-like structures resembling non-malignant mammary glands [31]. The M cells displayed a high number of foci with large and irregular edges but not dome-like structures, which is an indicator of increased aggressiveness. The RE cells displayed both E-like domes and M-like foci. Together with the previous data, this supports RE cells as an entity with unique and heterogeneous phenotypes, retaining both E-like and M-like features in the population. These results supported the hypothesis that MET may confer a more aggressive phenotype to otherwise immortalized normal cells.

### 3.5. Cellular Heterogeneity, Generated after Phenotypic MET In Vitro, Is Maintained in Tumours Growing In Vivo

Our RNAseq data suggest that RE cells are enriched in deregulated cancer-related pathways when compared with their E and M counterparts (Figure S5). Therefore, we performed an in vivo pilot study where cells that underwent EMT and MET were inoculated in the mammary fat pads of athymic nude mice. It is noteworthy that EpH4 cells have been described as non-tumourigenic [32]. In a pilot study, one out of two (1/2) mice inoculated with E cells developed a tumour (6 mm^3^ at day 145), and one out of two (1/2) mice inoculated with M cells developed another tumour (21 mm^3^ at day 132) (Figure S7a). Both mice inoculated with RE cells developed larger tumours (121 and 63 mm^3^ at day 145, Figure S4a). This pilot study prompted us to assess the tumourigenicity of E, M or RE cells in a larger group of mice (n = 5, Figure 4a). In this second study, all cell types inoculated formed tumours, albeit with significantly distinct volumes. By the end of the experiment, the E tumours were significantly smaller in size (<30 mm^3^) than the M tumours (32–343 mm^3^) and RE tumours (5–304 mm^3^, Figure 4b,c) (*p* < 0.05). The M and RE tumours were similar in size. All tumours were classified as malignant sarcomatoid carcinomas upon histopathological evaluation (Figure 4d). All tumours presented evidence of hyalinization, while only the M and RE tumours displayed necrotic areas. The M tumours revealed signs of inflammation and local epidermis invasion, while the RE tumours displayed an increased cellular density (Figure 4d). The presence of mitotic nuclei and the different tumour volumes observed led us to assess the proliferation in E, M and RE-tumours by Ki67 immunostaining, but no significant differences were observed (Figure 4e,f and Figure S7b–h). The molecular differences of the E, M and RE tumours were assessed through immunohistochemistry against E-cadherin and α-SMA. The E tumours expressed E-cadherin but not α-SMA, whereas the M tumours lost E-cadherin expression and presented α-SMA staining. The RE tumours, however, expressed both markers, suggesting that the cellular heterogeneity created in vitro after MET could be maintained after long periods in vivo.

### 3.6. RE Cells Mimic M Cells in Self-Renewal Capacity In Vitro and Fast Growth of Tumour Transplants In Vivo

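Of the 42 stemness-related genes legible in the volcano plots (Figure 5a), 38 were coloured in E vs. M, 25 in M vs. RE and 23 in E vs. RE. All of these moved in the direction of their colour, and 36, 24 and 15, respectively, were called (35, 25 and 13 with the replicate number as a block). Adjusted over the list alone, 36, 24 and 21 passed, but the list holds the paper's own calls on these libraries and shows no stability. Over the 42 genes, 30 were called higher and 6 lower in the M than in the E cells, and 13 higher and 2 lower in the RE than in the E cells. The median log2 fold change was 1.62 in E vs. M, −0.88 in M vs. RE and 0.88 in E vs. RE. *Cx3cl1* rose from 33.1 ± 3.12 ppm (SD, n = 2) in the E cells to 99.9 ± 8.49 in the M cells and 175 ± 5.77 in the RE cells (log2 fold change in E vs. RE 2.40, standard error 0.13, adjusted p = 0.000358 by limma). *Fgfr1* was at 136 ± 9.43, 459 ± 3.85 and 429 ± 38.5 and *Nrp1* at 45.7 ± 5.33, 171 ± 6.71 and 164 ± 18.2 in the E, M and RE cells, so that both stayed high in the RE cells (1.65 and 1.84 in E vs. RE, adjusted p = 0.000592 for each by limma). *Sox9* was higher in the RE cells than in the E cells (1.07, standard error 0.15, adjusted p = 0.00317 by limma), but lay at the threshold, and was not called when only the 2 groups compared were fitted (adjusted p = 0.013), with library totals (0.99) or after removal of the trend on GC content and transcript length (0.97). Those genes whose change was confined to the M cells included *Ret*, at 0.578 ± 0.103, 32.5 ± 0.664 and 0.789 ± 0.0555.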

Our in vitro RNAseq data also revealed that not only the M cells but also the RE cells were enriched in stem cell-related pathways compared with the E cells (Figure S5 and Figure 5a), in agreement with the literature showing that EMT generates cells with increased stemness [18]. Therefore, we explored whether the M and RE cells displayed an increased self-renewal capacity in vitro by using a first-passage mammosphere assay to evaluate whether the E, M and RE cells were able to grow in anchorage-independent conditions. Both the M and RE cells displayed an increased ability to form first-passage mammospheres in comparison with the E cells (Figure 5b). Notably, the RE cells were able to form first-passage mammospheres with the same efficiency as the M cells (Figure 5b). In parallel, we tested the self-renewal ability of the E, M and RE tumours by syngeneic transplantation of small tumour fragments [33]. The histology of the transplanted tumours mimicked that of the original tumours, but the growth rate of the transplanted tumours was higher than that of the original counterparts (180 days in the original experiment vs. 49–84 days after transplantation) (Figure 5c). In particular, both the M and RE transplanted tumours displayed a growth rate higher than the E transplanted tumour, likely due to the increased self-renewal ability [34]. In particular, two reimplanted fragments of an RE tumour started their exponential growth just 15 days post-inoculation, when the original tumour took 110 days to start growing (Figure 5d, left panel). Immunostaining of these tumours with E-cadherin and α-SMA revealed similar expression patterns to that of the original tumours, further supporting that cellular heterogeneity was stable (Figure 5d, right panel). Altogether, our results show that the RE cells exhibited a high first-passage mammosphere formation efficiency, which is consistent with the faster growth of the tumour transplants in vivo.

## 4. Discussion

In this study, we showed that phenotypic reverted epithelial cells (RE cells) did not return to the epithelial state in molecular and functional terms and presented mesenchymal features related to aggressiveness and cellular heterogeneity that favour tumour growth in vivo. We selected TGFβ1 for EMT induction, as this is a naturally abundant cytokine in tissues secreted by immune and other cells which populate the tumour microenvironment [35]. Moreover, TGFβ1 supplementation and withdrawal more closely recapitulates EMT and MET occurrence under physiological conditions than strategies involving genetic manipulation [36].

We characterized cells that underwent EMT and that presented a phenotypic reversion back to epithelia (RE cells). The RE cells revealed a distinct transcriptomic profile, though they resembled E cells in their cobblestone phenotype and proliferation rate (Figure S8). The RE cells displayed mixed E and M phenotypic features, were highly heterogeneous in vitro with regard to the immunoexpression of epithelial and mesenchymal markers and retained this heterogeneity when growing into large tumours in nude mice. These results are supported by Schmidt et al. [37], who suggested that cells undergoing MET may never return to their original epithelial state, gaining aggressive features and a distinct gene expression profile.

EMT has been associated with the increased presence of TICs, tumour progression and aggressiveness [22,38,39], and MET has mainly been associated with increased colonization capacity [8]. Thus far, neither EMT nor MET have been shown to drive tumourigenesis, and the link between EMT plasticity and tumour initiation is still poorly understood. Furthermore, most EMT and MET studies rely on external transformation factors such as TWIST or SLUG [22,32,40].

Strikingly, we could demonstrate that RE cells (but not E cells) could generate large tumours in vivo, which grew even larger and faster when transplanted into different animals. These experiments demonstrated that supplementation and withdrawal of a physiologically abundant cytokine was enough to rewire the molecular program of an apparently non-tumourigenic cell line, resulting in increased tumour growth in vivo [32]. Thus far, only one study reported that genetic manipulation of Fra-1 was able to induce EMT and the transformation of Eph4 cells, depending on the TGFβ levels [32]. Our work goes beyond that observation, providing evidence that physiological EMT plasticity, without genetic manipulation, may indeed contribute to fostering tumour growth.

Unlike the homogenous E or M cells, the RE cells presented a heterogeneous expression pattern of epithelial and mesenchymal markers (Figure S6). Together with our in vivo results, these findings recall other EMT-related studies. For example, the work by Tsuji et al. showed that co-injection of EMT and non-EMT cells originated more aggressive tumours than those obtained by injections of each cell type independently [41]. Upon inoculation, the RE cells were already a mixture of EMT (M-like) and non-EMT (E-like and novel phenotype) cells, which may, in light of Tsuji et al., contribute to the observed RE tumours’ increased growth rate. Moreover, the originally homogeneous M-cells also gave rise to high-volume M tumours, similar to the RE tumours. This suggests that the M cells underwent MET in vivo as the M tumours grew deprived of a persistent TGFβ1 stimulus, unlike the M cells grown in vitro. Altogether, and in line with Tsuji et al., it is plausible to hypothesize that the intrinsic heterogeneity of RE cells and the likely in vivo MET in the M tumours might enable cellular cooperation among distinct subpopulations, promoting tumour growth. Furthermore, the RE cells showed an increased self-renewal capacity when compared with the E cells, as shown by the increased tumour growth rate upon reimplantation of the tumour fragments and by the first-passage mammosphere forming efficiency (Figure 5).

Using this model, we demonstrated that after EMT and MET, there is a visible phenotypic reversion back to epithelia, which is not accompanied by molecular and functional reversion but rather produces a stable heterogeneous cell population with increased tumourigenic potential. We believe that EMT is crucial to prime E cells into a more plastic state, culminating, after stimulus removal, in the generation of these distinct subpopulations. Therefore, our model seems to recreate the phenotypic heterogeneity commonly observed in human cancers. A wide range of theories argue that such heterogeneity may arise from clonal evolution, cancer stem cells, microenvironment cues or reversible changes in cancer cells [34,42]. Our work strongly suggests that heterogeneity may be triggered by on/off exposure to a microenvironment cue (i.e., TGFβ1), bestowing cells with aggressive features. In cancer patients, this heterogeneity is likely maintained due to crosstalk between different cancer cell subpopulations or between cancer and non-cancer cell types. Supporting these assumptions is, for example, the direct TGFβ-signalling occurring between platelets and cancer cells, inducing EMT and favouring metastization [43], the turning on or off of demethylases by different melanoma cell clones, giving rise to a mixture of cells with different tumour growth efficiencies [44], or the co-existence of epithelial, mesenchymal and hybrid cancer cell states in lung adenocarcinoma, providing these tumours with increased survival [39]. Therefore, it is likely that the cell plasticity promoted by MET together with the increased stemness observed contributed to tumour progression and metastasis. To elucidate if RE cells could have an advantage in metastasis, we would have to perform in vivo metastasis assays and characterize the metastasis to observe which population would give that advantage.

In conclusion, our model allowed us to demonstrate that EMT plasticity generates cells with a heterogeneous and unique phenotype, which results in increased stemness and the ability to form large tumours in vivo, providing evidence that inflammatory cues can influence tumour growth kinetics through EMT/MET transdifferentiation.

## 5. Conclusions

We generated a dynamic EMT/MET model for mimicking the intermittent exposure of epithelial cells to microenvironment inflammatory cues. This model revealed that upon exposure to transdifferentiation factors, normal epithelial cells become plastic, originate different cell populations and lose the ability to return to their original state. As a corollary, we propose that MET originates a heterogeneous population of cells with unique features that contribute to the transformation of non-tumourigenic cells. Identifying the players maintaining cellular heterogeneity and conferring plasticity in models such as ours may shed light on tumour progression drivers and reveal important targets for therapeutic intervention in cancer.

## Figures and Tables

**Figure 1:**
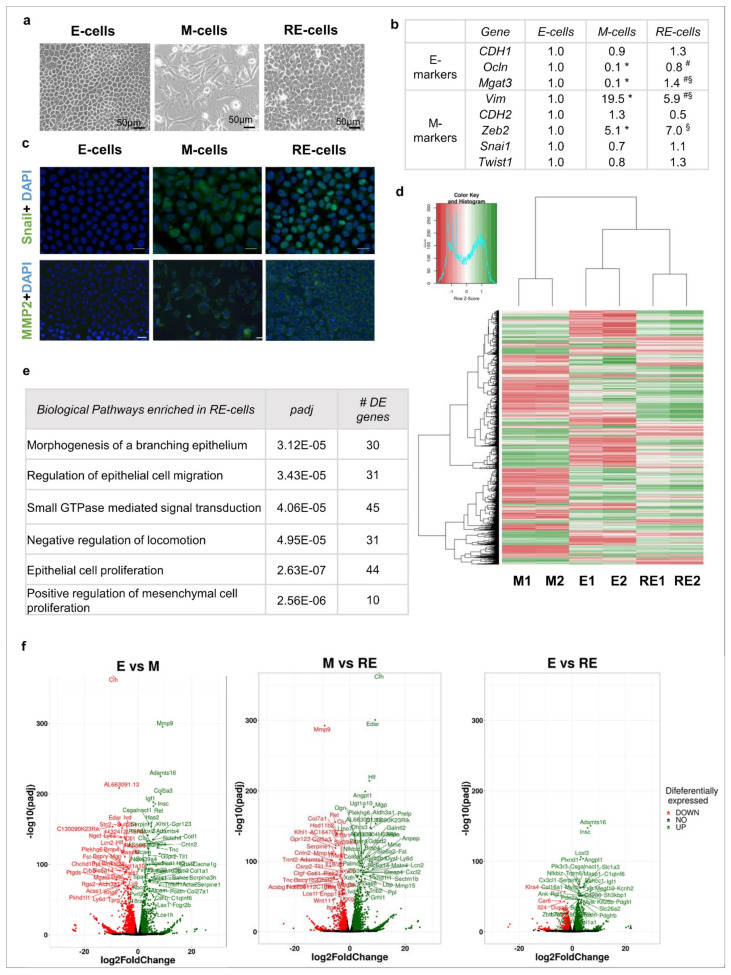
The RE cells underwent MET and displayed a transcriptomic signature that partially resembled E cells. (**a**) Brightfield images of E, M and RE cells. (**b**) RNA expression analysis of EMT-associated markers in E, M and RE-cells (qRT-PCR, where data were analysed using the Mann–Whitney test; * = *p* < 5.00 × 10^−2^ for E vs. M cells, § = *p* < 5.00 × 10^−2^ for E vs. RE cells and # = *p* < 5.00 × 10^−2^ for M vs. RE cells). (**c**) Immunofluorescence staining for Snail, MMP2 and DAPI as indicated. RE cells showed strong staining for both Snail and MMP2, indicating that they retained M features. (**d**) Heat map of differentially expressed genes assessed by RNAseq (0.6 > fold change > 1.5, *p* < 1.00 × 10^−2^). Z-scored values expressed from −1 to 1 (from red to green, representing low to high expression levels, respectively). M1 and M2 = M cell reps 1 and 2, E1 and E2 = E cell reps 1 and 2 and RE1 and RE2 = RE cell reps 1 and 2. (**e**) Significantly enriched biological pathways derived from the 1288 differentially expressed genes specific to RE cells. (**f**) Volcano plots highlighting the differentially expressed genes in all the comparisons among the different cell lines.

**Figure 2:**
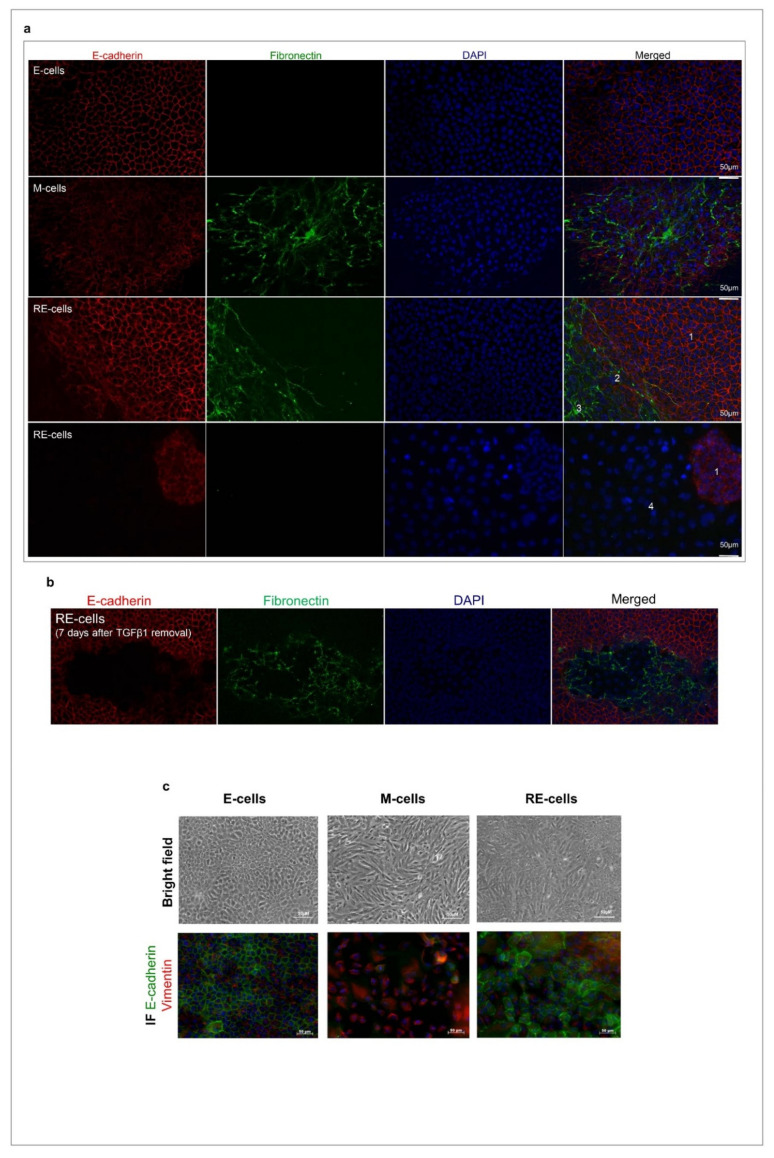
RE cells are a mixture of different cellular subpopulations. (**a**) Immunofluorescence staining for E-cadherin (red), Fibronectin (green) and DAPI (blue) of E, M and RE cells. Four different subpopulations were identified: 1: Ecad+/Fn−; 2: Ecad+/Fn+; 3: Ecad−/Fn+ and 4: Ecad−/Fn−).(**b**) RE cells retain their E-cadherin or Fibronectin staining heterogeneity even if reversion time is longer than 4 days. Immunofluorescence images are for RE cells grown for 7 days after TGFβ1 removal from the culture medium. (**c**) Brightfield images of MCF10A E, M and RE cells (upper panel) and immunofluorescence staining for E-cadherin (green) and Vimentin (red) of MCF10A E, M and RE cells (bottom panel).

**Figure 3:**
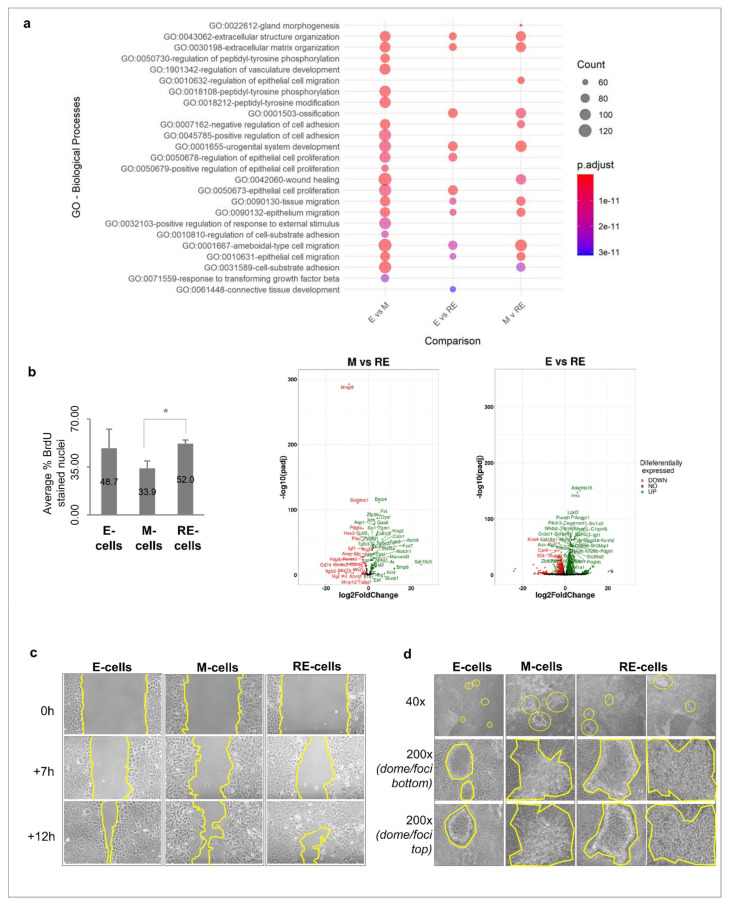
RE cells exhibit a high proliferation rate, heterogeneous migration pattern and focus formation assay. (**a**) Biological processes deregulated across comparisons (padj < 0.05), displaying that RE cells have a unique biological identity different from both E and M cells. (**b**) Cell proliferation analysis in terms of percentage of BrdU stained nuclei (per total number of DAPI-stained nuclei, n = 3, where * = *p* < 0.05 for MvsRE comparison). Volcano plots show upregulation of proliferation-related genes in RE cells when compared to M and E cells. (**c**) RE cells exhibit mixed cell migration patterns, resembling both E and M cells. Wound healing brightfield images of E, M and RE cells were taken at different timepoints (0, 7 and 12 h, 100×). (**d**) Brightfield images of E, M and RE cells grown for 21 days in plastic and normal culture medium. Top panel shows general view of the 21-day cultured E, M and RE cells (40×). Middle panel shows bottom layer of non-transformed cells surrounding dome-like structures or foci (200×). Bottom panel shows top layer of dome-like structures or foci obtained after 21 days of culture of E, M and RE cells (200×).

**Figure 4:**
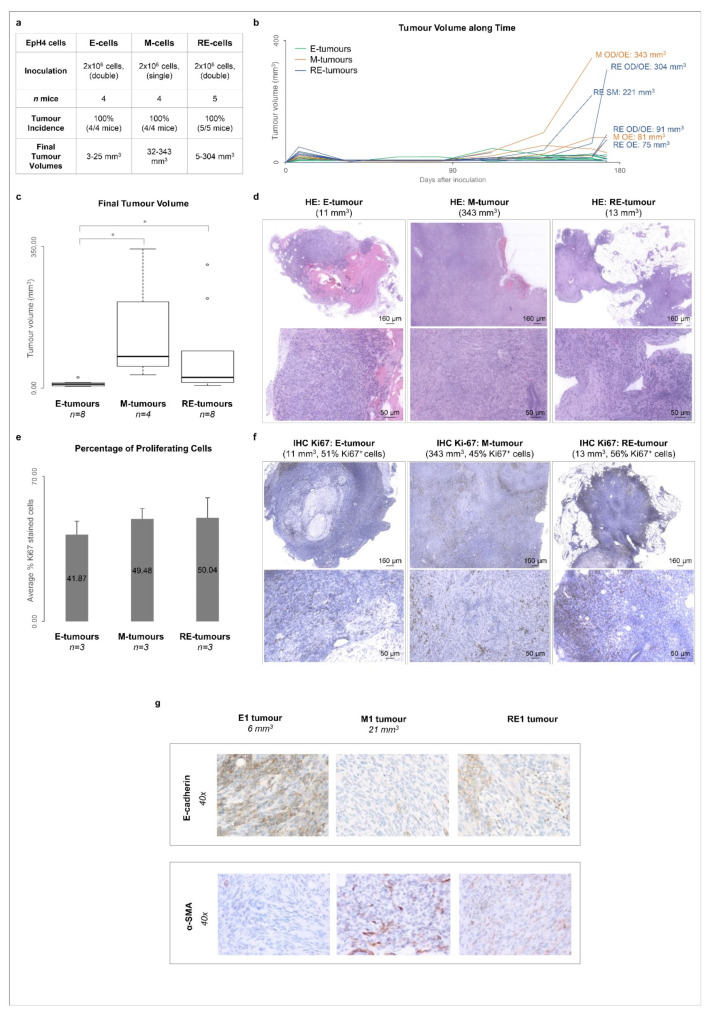
M and RE cells displayed higher in vivo tumourigenicity than E cells without retaining the original in vitro RNA profile. (**a**) Summary of the in vivo tumourigenicity assay performed with E, M and RE cells. (**b**) Growth curves representing the tumour volumes over time (E tumours in green, M tumours in orange and RE tumours in blue). (**c**) Final tumour volumes obtained for each cell type (* for *p* < 5.00 × 10^−2^, with data analysis performed with the Mann–Whitney test). (**d**) Representative images of hematoxylin and eosin staining of E, M and RE tumours. Top and bottom images show different magnifications. (**e**) Average percentage of cells positive for Ki67 staining in 3 E, 3 M and 3 RE tumours. (**f**) Representative images of immunohistochemistry staining for Ki67. Top and bottom images show different magnifications. (**g**) E-cadherin and α-SMA immunohistochemistry staining of representative E, M and RE tumours.

**Figure 5:**
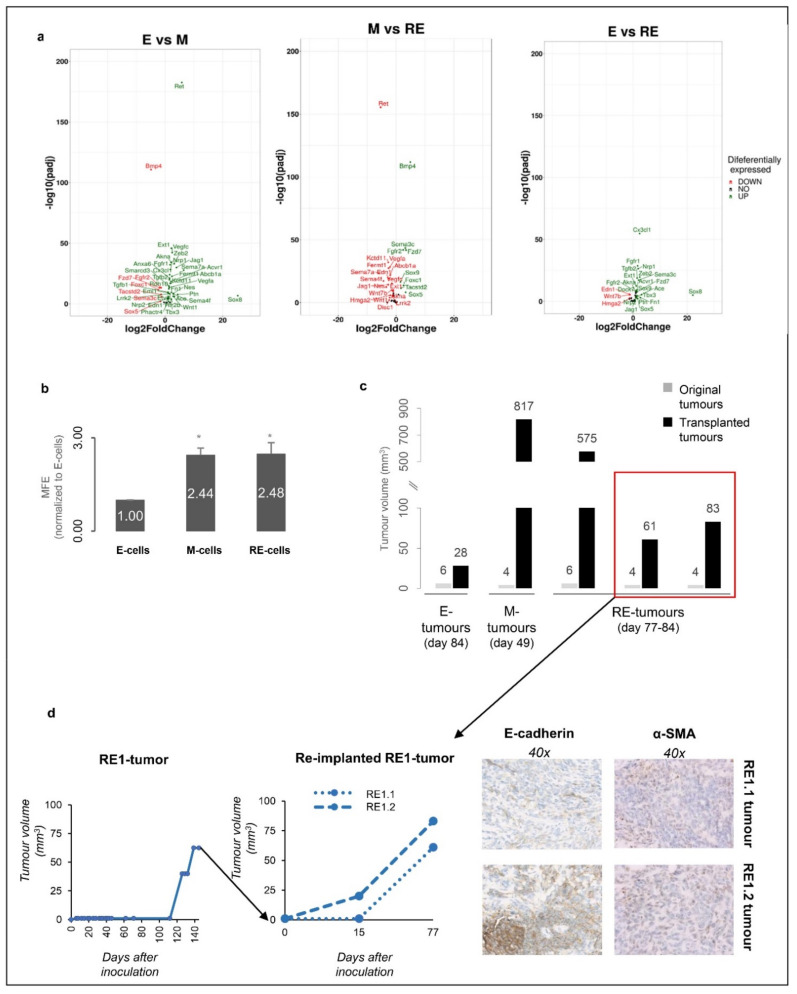
RE cells displayed increased stemness potential. (**a**) Volcano plots of stemness-related DEGs. (**b**) E, M and RE cells’ first-passage mammosphere formation efficiencies (* for *p* < 5.00 × 10^−2^). (**c**) Pilot in vivo syngeneic transplantation assay for E, M and RE tumours. Comparison shown between the final tumour volumes for the original E, M and RE tumours used (grey bars) and the corresponding tumours obtained after syngeneic transplantation (black bars) at the same time point post-inoculation or transplantation. (**d**) (left panel) Growth curve of an RE tumour in the first passage in mice (left) and after reinoculation of two tumour pieces (right). (right panel) E-cadherin and α-SMA immunohistochemistry staining of representative RE reimplanted tumours.

## Data Availability

Whole transcriptome sequencing data were deposited at GEO (https://www.ncbi.nlm.nih.gov/geo/), and their accession number is GSE181008.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biology11071046/s1. Figure S1: Establishment of the EMT/MET in vitro model. Figure S2: Validation of the RNAseq data with qRT PCR using distinct biological replicates of E, M and RE cells. RNAseq data were highly correlated with qRT PCR data. (a) RNA expression by RNAseq and qRT PCR of the epithelial markers CDH 1, Ocln and Mgat3 in E, M and RE cells. (b) RNA expression by RNAseq and qRT PCR of the mesenchymal/EMT markers Vim, Cdh2, Zeb2, Twist 1 and Snai1 in E, M and RE cells. (c) Differential gene expression of the epithelial marker Cldn1 and the mesenchymal markers Fn1, Mmp2 and Mmp9 in comparison to EvsM, MvsRE and EvsRE. Figure S3: Number of DEGs in each comparison. Figure S4: RE cells retain upregulation of mesenchymal genes. Volcano plots showing deregulated genes associated with the biological process “positive regulation of epithelial to mesenchymal transition” in E vs. M (left) and E vs. RE (right) comparisons. Genes represented in green are upregulated in M and RE cells in the left and right panels, respectively. Figure S5: Top significantly enriched biological functions or pathways derived from the 4211 differentially expressed genes across E, M and RE cells. Figure S6: The 4 RE cell subpopulations co-exist spatially. (a) Representative images of different microscope fields of RE cells stained for E cadherin (red) and Fibronectin (green), displaying the 4 RE cells subpopulations labelled from 1–4: (1) E-cadherin^+^/Fibronectin^−^, (2) E-cadherin^+^/Fibronectin^+^, (3) E-cadherin^−^/Fibronectin^+^ and (4) E-cadherin^−^/Fibronectin^−^. DAPI (blue) is also represented, and all channels are merged. Figure S7: Mice experiments. (a) Pilot in vivo tumourigenicity assay for E, M and RE cells, with M and RE cell-originated tumours having larger volumes than those of E cells. (b) Average percentage of cells positive for Ki 67 staining in 3 E tumours, 3 M tumours and 3 RE tumours. (c–h) Representative images of immunohistochemistry staining for Ki 67 in 2 E tumours, 2 M tumours and 2 RE tumours. Top and bottom images show different magnifications. Figure S8: Summary of the phenotypic and functional properties of E, M and RE cells. Properties analysed were brightfield morphology, proliferation, wound healing closure, first passage mammosphere-forming efficiency, focus formation ability, phenotypic heterogeneity by E-cadherin/Fibronectin immunofluorescence and in vivo tumourigenicity (final tumour volumes).

# Supplementary material for: Epithelial-Mesenchymal Plasticity Induced by Discontinuous Exposure to TGFβ1 Promotes Tumour Growth
**Source:** Biology (Basel). 2022 Jul 12;11(7):1046. doi: 10.3390/biology11071046
**Supplement:** Supplementary file 1

# Epithelial-Mesenchymal Plasticity Induced by Discontinuous Exposure to TGF $\beta$ 1 Promotes Tumour Growth

Mafalda Santos, Marta Ferreira, Patrícia Oliveira, Nuno Mendes, Ana André, André F. Vieira, Joana B. Nunes, Joana Carvalho, Sara Rocha, Mafalda Azevedo, Daniel Ferreira, Inês Reis, João Vinagre, Joana Paredes, Alireza Heravi-Moussavi, Jorge Lima, Valdemar Máximo, Angela Burleigh, Calvin Roskelley, Fátima Carneiro, David Huntsman and Carla Oliveira

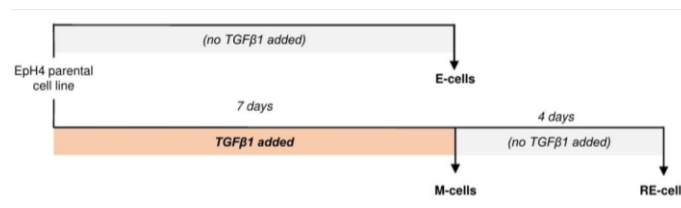

**Figure S1.** establishment of the EMT/MET in vitro model.

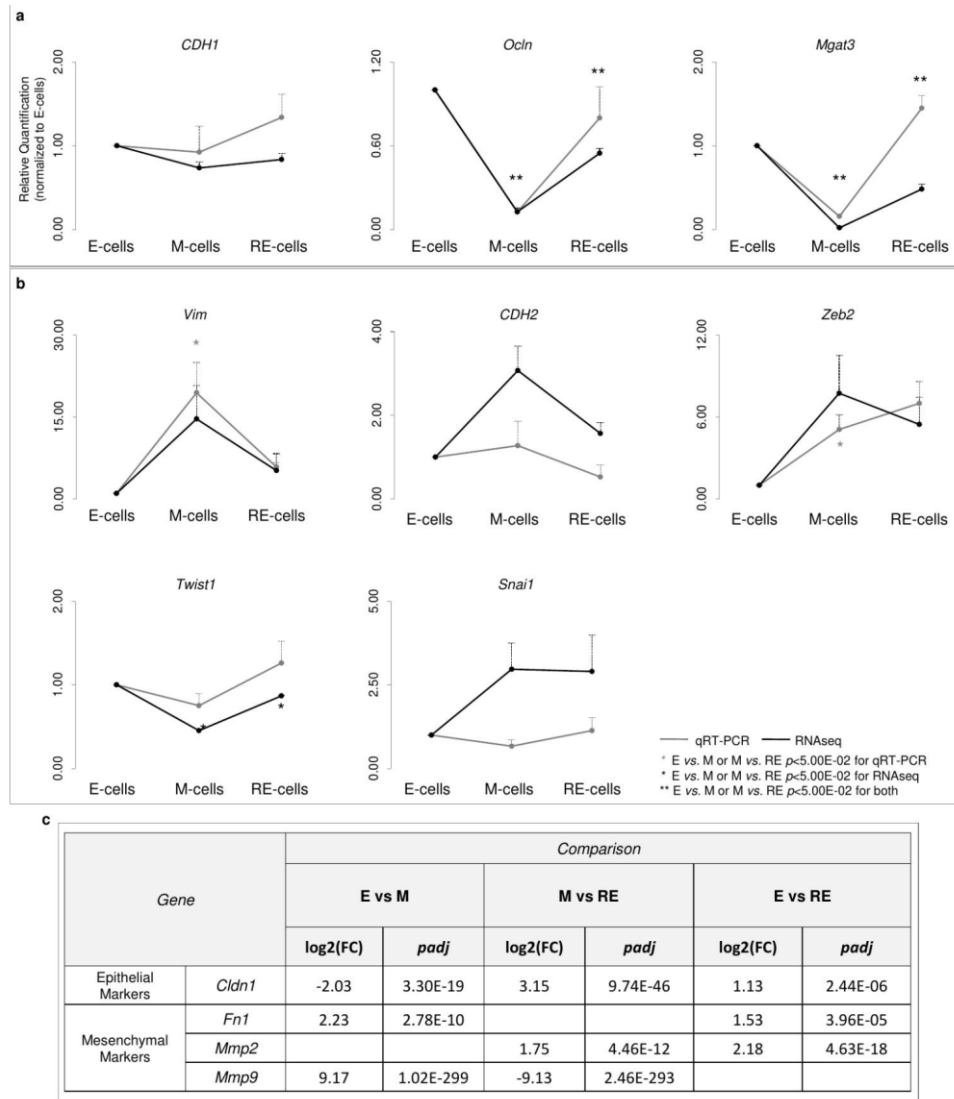

**Figure S2.** Validation of the RNAseq data with qRT PCR using distinct biological replicates of E, M and RE cells. RNAseq data were highly correlated with qRT PCR data. (a) RNA expression by RNAseq and qRT PCR of the epithelial markers CDH 1, Ocln and Mgat3 in E, M and RE cells. (b) RNA expression by RNAseq and qRT PCR of the mesenchymal/EMT markers Vim, Cdh2, Zeb2, Twist 1 and Snai1 in E, M and RE cells. (c) Differential gene expression of the epithelial marker Cldn1 and the mesenchymal markers Fn1, Mmp2 and Mmp9 in comparison to EvsM, MvsRE and EvsRE.

| ID           | Comparison | # DEGs | Sum # DEGs            |
|--------------|------------|--------|-----------------------|
| Comparison 1 | E vs M     | 2931   | 7115<br>(4211 unique) |
| Comparison 2 | M v RE     | 2336   |                       |
| Comparison 3 | E vs RE    | 1848   |                       |

Figure S3: Number of DEGs in each comparison.

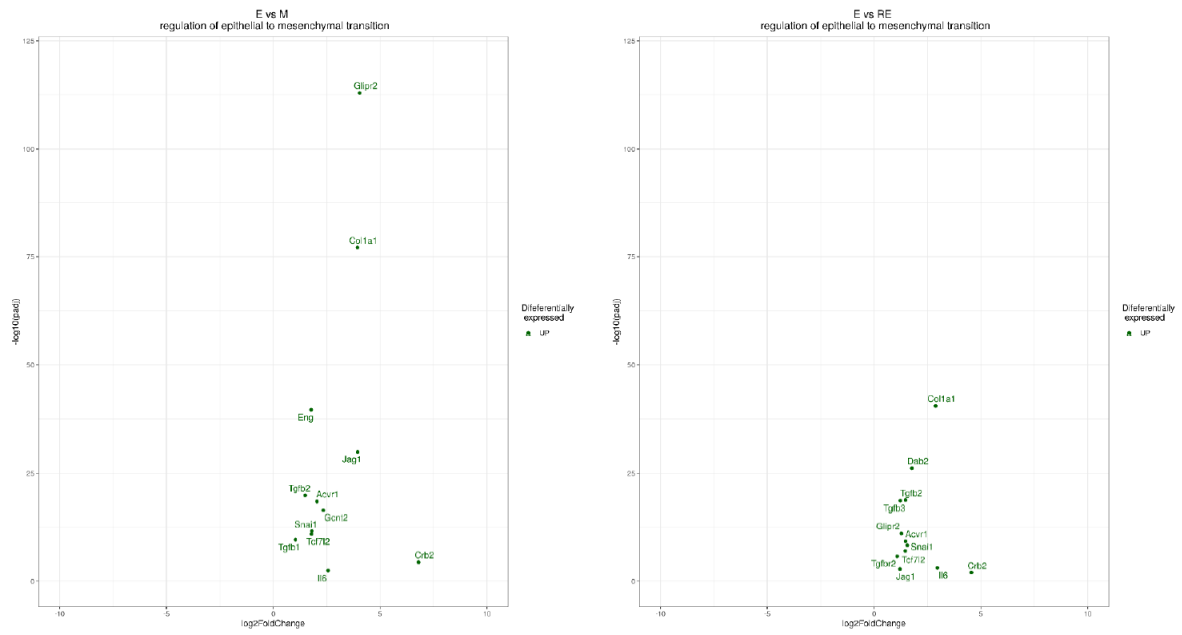

**Figure S4.** RE cells retain upregulation of mesenchymal genes. Volcano plots showing deregulated genes associated with the biological process “positive regulation of epithelial to mesenchymal transition” in E vs. M (left) and E vs. RE (right) comparisons. Genes represented in green are upregulated in M and RE cells in the left and right panels, respectively.

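The 15 genes legible in the volcano plots of this gene group include 12 coloured as upregulated in E vs. M and 12 in E vs. RE. All were higher in that comparison, and 11 were called in E vs. M and 9 in E vs. RE, with or without the replicate number as a block. Adjusted over the 15 genes alone, 12 and 11 passed, for a list that holds the paper's own calls. The median log2 fold change of the 15 genes was 1.82 in E vs. M and 1.29 in E vs. RE. *Col1a1* rose from 32.3 ± 1.17 ppm (SD, n = 2) in the E cells to 495 ± 75 in the M cells and remained at 236 ± 48.4 in the RE cells (log2 fold change in E vs. RE 2.85, standard error 0.18, adjusted p = 0.00036 by limma). *Tgfb2* was at 14.9 ± 1.07, 41.9 ± 0.669 and 40.8 ± 3.95 in the E, M and RE cells, with a log2 fold change in E vs. RE of 1.45 (standard error 0.14, adjusted p = 0.001 by limma). *Acvr1* (1.48, standard error 0.19, adjusted p = 0.00262 by limma) and *Glipr2* (1.24, standard error 0.17, adjusted p = 0.00326) were also called in E vs. RE, but neither was when only the 2 groups compared were fitted (adjusted p = 0.014 and 0.022), nor was *Glipr2* with a pseudocount of 1. *Dab2* was highest in the RE cells, at 29.7 ± 3.24, 56.2 ± 2.5 and 100.2 ± 8.35 in the E, M and RE cells (1.75 in E vs. RE, standard error 0.14, adjusted p = 0.000592 by limma).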

| Biological Functions/Pathways                        | Comparison | padj range  | # DE genes |
|------------------------------------------------------|------------|-------------|------------|
| Cellular Growth and Proliferation                    |            |             | 173        |
| regulation of epithelial cell proliferation          | E vs RE    | 5.75E-13    | 61         |
| regulation of epithelial cell proliferation          | E vs M     | 5.47E-06    | 50         |
| epithelial cell proliferation                        | E vs RE    | 9.20E-13    | 67         |
| epithelial cell proliferation                        | E vs M     | 3.14E-06    | 57         |
| epithelial cell proliferation                        | M v RE     | 5.58E-06    | 58         |
| epithelial cell proliferation                        | E vs M     | 0.00623556  | 53         |
| epithelial cell proliferation                        | M v RE     | 0.006007269 | 31         |
| positive regulation of epithelial cell proliferation | E vs M     | 0.000169584 | 34         |
| positive regulation of epithelial cell proliferation | M v RE     | 2.89E-06    | 37         |
| positive regulation of epithelial cell proliferation | M v RE     | 0.018885374 | 17         |
| regulation of mesenchymal cell proliferation         | E vs RE    | 0.000172471 | 11         |
| regulation of mesenchymal cell proliferation         | M v RE     | 0.005028173 | 10         |
| mesenchymal cell proliferation                       | E vs RE    | 0.000297495 | 12         |
| mesenchymal cell proliferation                       | M v RE     | 0.000910719 | 13         |
| positive regulation of fibroblast proliferation      | E vs RE    | 0.007400475 | 11         |
| positive regulation of fibroblast proliferation      | E vs M     | 0.001181428 | 14         |
| fibroblast proliferation                             | E vs M     | 0.010283961 | 16         |
| Cellular Migration                                   |            |             | 144        |
| tissue migration                                     | E vs M     | 3.11E-14    | 61         |
| tissue migration                                     | E vs RE    | 3.49E-12    | 52         |
| tissue migration                                     | M v RE     | 2.41E-09    | 39         |
| regulation of epithelial cell migration              | E vs M     | 1.83E-11    | 48         |
| regulation of epithelial cell migration              | E vs RE    | 2.81E-09    | 40         |
| regulation of epithelial cell migration              | M v RE     | 7.38E-09    | 33         |
| regulation of epithelial cell migration              | M v RE     | 0.000244776 | 33         |
| regulation of smooth muscle cell migration           | E vs M     | 2.86E-07    | 23         |
| regulation of smooth muscle cell migration           | M v RE     | 0.000239404 | 14         |
| regulation of smooth muscle cell migration           | M v RE     | 0.003309968 | 16         |
| epithelium migration                                 | M v RE     | 2.35E-05    | 42         |
| epithelial cell migration                            | M v RE     | 4.54E-05    | 41         |
| Stemness                                             |            |             | 48         |
| stem cell development                                | E vs M     | 0.001028317 | 16         |
| stem cell proliferation                              | E vs M     | 0.017480962 | 18         |
| stem cell proliferation                              | M v RE     | 0.044933608 | 12         |
| stem cell division                                   | E vs RE    | 0.027748376 | 8          |
| positive regulation of stem cell differentiation     | M v RE     | 0.03365355  | 6          |
| regulation of stem cell proliferation                | E vs M     | 0.035332065 | 12         |

| Biological Functions/Pathways                                  | Comparison | padj range  | # DE genes |
|----------------------------------------------------------------|------------|-------------|------------|
| Metabolism                                                     |            |             | 163        |
| positive regulation of small molecule metabolic process        | E vs RE    | 0.000348475 | 22         |
| regulation of small molecule metabolic process                 | E vs M     | 0.000745334 | 42         |
| regulation of small molecule metabolic process                 | M v RE     | 0.024347284 | 36         |
| aldehyde dehydrogenase (NAD+) activity                         | M v RE     | 0.001808179 | 7          |
| polysaccharide metabolic process                               | M v RE     | 0.007501153 | 12         |
| polysaccharide metabolic process                               | E vs M     | 0.013601786 | 15         |
| polysaccharide metabolic process                               | E vs RE    | 0.04046331  | 12         |
| regulation of ATP metabolic process                            | E vs RE    | 0.009057084 | 13         |
| phosphatidylinositol metabolic process                         | E vs RE    | 0.018908829 | 16         |
| phosphatidylinositol metabolic process                         | E vs M     | 0.009811476 | 19         |
| cellular polysaccharide metabolic process                      | M v RE     | 0.0111419   | 11         |
| amino sugar metabolic process                                  | E vs M     | 0.012888703 | 8          |
| regulation of cellular ketone metabolic process                | E vs M     | 0.016539009 | 18         |
| regulation of cellular ketone metabolic process                | M v RE     | 0.026416447 | 18         |
| hexose metabolic process                                       | M v RE     | 0.023065391 | 26         |
| hexose metabolic process                                       | E vs M     | 0.048632048 | 26         |
| regulation of polysaccharide metabolic process                 | E vs M     | 0.026247261 | 8          |
| NAD+ nucleosidase activity                                     | E vs RE    | 0.032040672 | 4          |
| cellular polysaccharide metabolic process                      | E vs M     | 0.032635529 | 13         |
| NADPH oxidase complex                                          | M v RE     | 0.032806102 | 3          |
| oxidoreductase activity, acting on NAD(P)H, oxygen as acceptor | M v RE     | 0.039744915 | 4          |
| Cancer                                                         |            |             | 214        |
| Proteoglycans in cancer                                        | E vs M     | 1.82E-06    | 52         |
| Proteoglycans in cancer                                        | M v RE     | 1.27E-06    | 48         |
| Proteoglycans in cancer                                        | E vs RE    | 0.000204    | 35         |
| Breast cancer                                                  | E vs M     | 0.005959    | 31         |
| Breast cancer                                                  | M v RE     | 0.001296    | 30         |
| Breast cancer                                                  | E vs RE    | 0.001748    | 25         |
| Small cell lung cancer                                         | E vs M     | 0.01103     | 21         |
| Small cell lung cancer                                         | M v RE     | 0.017449    | 18         |
| Small cell lung cancer                                         | E vs RE    | 0.023162    | 15         |
| Prostate cancer                                                | E vs M     | 0.011518    | 22         |
| Prostate cancer                                                | M v RE     | 0.017449    | 19         |
| Prostate cancer                                                | E vs RE    | 0.004617    | 18         |
| Choline metabolism in cancer                                   | E vs M     | 0.019341    | 21         |
| Transcriptional misregulation in cancer                        | E vs M     | 0.034637    | 34         |
| Transcriptional misregulation in cancer                        | M v RE     | 2.75E-05    | 42         |
| Transcriptional misregulation in cancer                        | E vs RE    | 0.034835    | 25         |
| Bladder cancer                                                 | M v RE     | 0.003617    | 12         |
| Bladder cancer                                                 | E vs RE    | 0.049247    | 8          |
| Gastric cancer                                                 | M v RE     | 0.010737    | 27         |
| Gastric cancer                                                 | E vs RE    | 0.008585    | 23         |
| Non-small cell lung cancer                                     | M v RE     | 0.043233    | 14         |
| Central carbon metabolism in cancer                            | E vs RE    | 0.005668    | 14         |
| PD-L1 expression and PD-1 checkpoint pathway in cancer         | E vs RE    | 0.017637    | 15         |
| Colorectal cancer                                              | E vs RE    | 0.037883    | 14         |
| Pancreatic cancer                                              | E vs RE    | 0.049247    | 12         |

**Figure S5.** Top significantly enriched biological functions or pathways derived from the 4211 differentially expressed genes across E, M and RE cells.

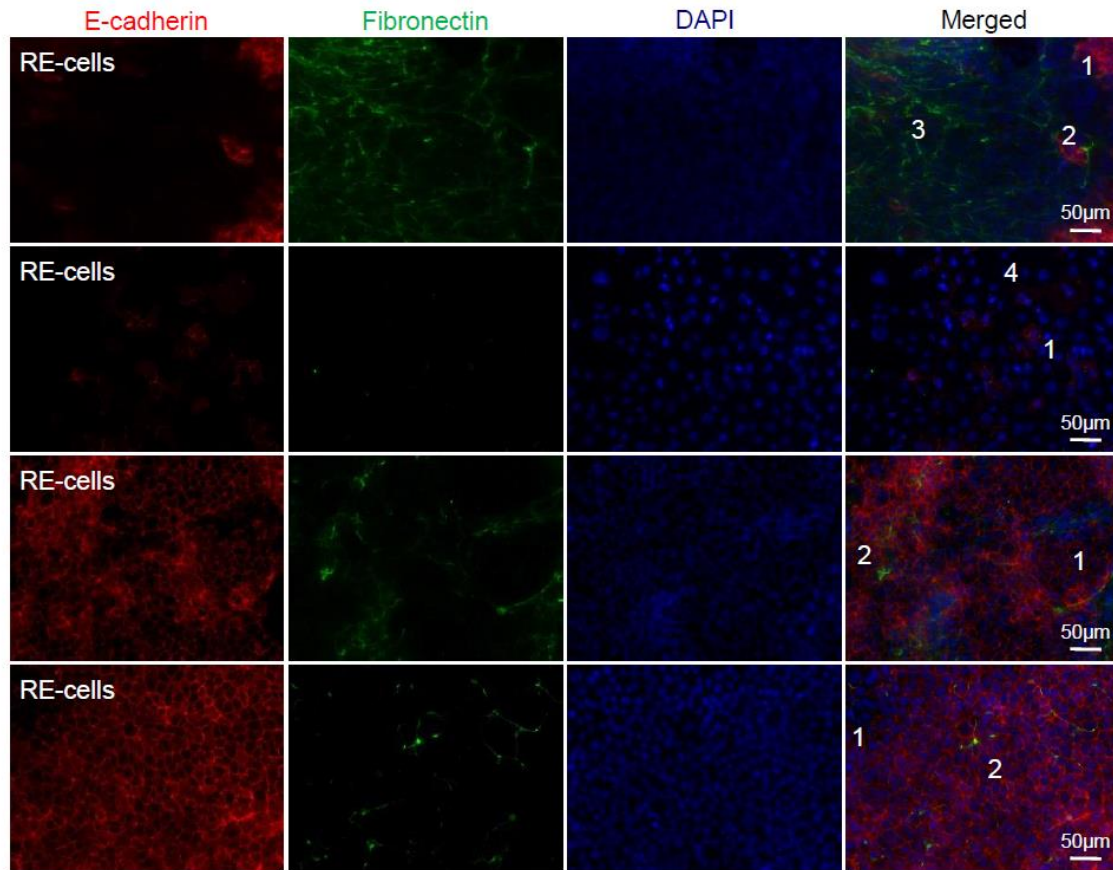

**Figure S6: The 4 RE cell subpopulations co-exist spatially.** (a) Representative images of different microscope fields of RE cells stained for E cadherin (red) and Fibronectin (green), displaying the 4 RE cells subpopulations labelled from 1–4: (1) E-cadherin<sup>+</sup>/Fibronectin<sup>-</sup>, (2) E-cadherin<sup>+</sup>/Fibronectin<sup>+</sup>, (3) E-cadherin<sup>-</sup>/Fibronectin<sup>+</sup> and (4) E-cadherin<sup>-</sup>/Fibronectin<sup>-</sup>. DAPI (blue) is also represented, and all channels are merged.

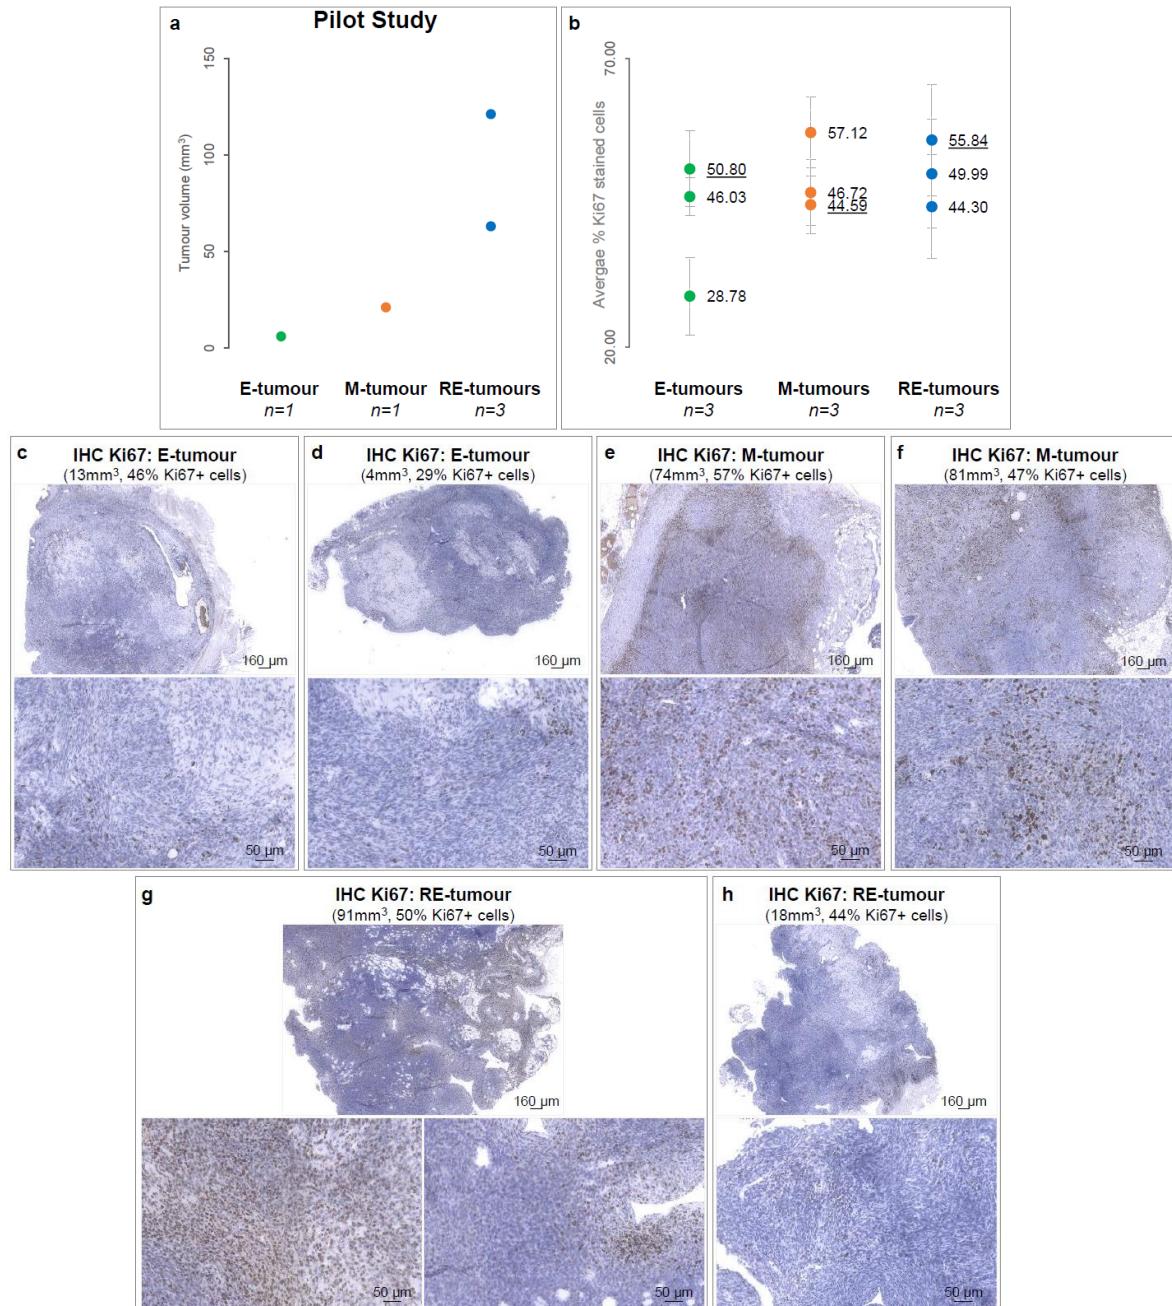

**Figure S7.** Mice experiments. (a) Pilot in vivo tumourigenicity assay for E, M and RE cells, with M and RE cell-originated tumours having larger volumes than those of E cells. (b) Average percentage of cells positive for Ki 67 staining in 3 E tumours, 3 M tumours and 3 RE tumours. (c–h) Representative images of immunohistochemistry staining for Ki 67 in 2 E tumours, 2 M tumours and 2 RE tumours. Top and bottom images show different magnifications.

|                                                                                                           |                                                                                    |                                                                                                  |                                                                                                                                                                                                                                       |
|-----------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                                                                           | 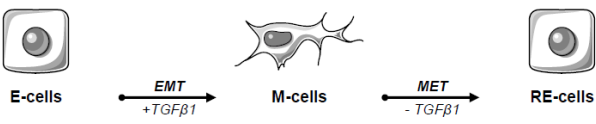 |                                                                                                  |                                                                                                                                                                                                                                       |
| <b>Brightfield morphology</b><br>(Phenotype)                                                              | Cobblestone                                                                        | Fibroblastoid                                                                                    | Cobblestone                                                                                                                                                                                                                           |
| <b>Proliferation assay</b><br>(BrdU average %)                                                            | High<br>(49%)                                                                      | Low<br>(34%)                                                                                     | High<br>(52%)                                                                                                                                                                                                                         |
| <b>Wound healing assay</b><br>(Wound closing pattern)                                                     | Collective                                                                         | Single-cell                                                                                      | Collective & Single-cell                                                                                                                                                                                                              |
| <b>Focus formation assay</b><br>(Phenotype)                                                               | Dome-like structures                                                               | Foci                                                                                             | Dome-like & Foci                                                                                                                                                                                                                      |
| <b>In vivo Tumorigenicity</b><br>(Tumor volume)                                                           | Low<br>(3-25 mm <sup>3</sup> )                                                     | High<br>(32-343 mm <sup>3</sup> )                                                                | High<br>(5-304mm <sup>3</sup> )                                                                                                                                                                                                       |
| <b>First-Passage Mammosphere-forming efficiency</b> (Average %)                                           | Low<br>(0.5%)                                                                      | High<br>(1.2%)                                                                                   | High<br>(1.2%)                                                                                                                                                                                                                        |
| <b>Metabolic signature</b><br>(WB: HKII, LDH, ND1, NDUFS3, Rate of lactate produced per glucose consumed) | OxPhos Active &<br>Low Lactate                                                     | OxPhos Inactive &<br>High Lactate                                                                | OxPhos Active &<br>Low Lactate                                                                                                                                                                                                        |
| <b>Phenotypic heterogeneity</b><br>(IF: E-cadherin/Fibronectin)                                           | Homogeneous<br>E-cadherin <sup>+</sup> / Fibronectin <sup>-</sup>                  | Homogeneous<br>E-cadherin <sup>+</sup> / Fibronectin <sup>+</sup><br>(Non-functional E-cadherin) | Heterogeneous<br>E-cadherin <sup>+</sup> / Fibronectin <sup>-</sup><br>E-cadherin <sup>+</sup> / Fibronectin <sup>+</sup><br>E-cadherin <sup>-</sup> / Fibronectin <sup>+</sup><br>E-cadherin <sup>-</sup> / Fibronectin <sup>-</sup> |

**Figure S8.** Summary of the phenotypic and functional properties of E, M and RE cells. Properties analysed were brightfield morphology, proliferation, wound healing closure, first passage mammosphere-forming efficiency, focus formation ability, phenotypic heterogeneity by E-cadherin/Fibronectin immunofluorescence and in vivo tumourigenicity (final tumour volumes).

How the deposited data were processed for this re-analysis (not part of the article)

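RNA from E, M and RE stages of the mouse mammary epithelial cell line EpH4 was sequenced, with 2 libraries per stage and 6 in all. The authors mapped the unique reads with Bowtie and TopHat2 and deposited 1 table with 6 columns of values for 17428 genes, which behave as coverage (signal), that is, sequenced bases summed per gene, and not as read counts. The paper's text does not name the step that summed reads per gene, its annotation or its versions. Each column was taken to its library by its name, which gives the stage and the replicate number, and no other column was used.

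The libraries total between 35782513 and 47928557 reads' worth of 50 bases. A gene with 3 reads' worth or fewer (150 bases) in all libraries of a group was treated as at the floor, and a fold against such a group is given as a lower bound. These depths cover counting error only, and 2 libraries per group limit the precision more than depth does.

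Values were expressed in ppm of the library total after TMM normalization without weights (30% of log ratios and 5% of mean levels trimmed at each end), computed in R 4.3.3. Genes with at least 500 bases in at least 2 libraries were kept (13893). limma 3.58.1 was fitted to log2(normalized coverage in ppm + 0.1) with all 6 libraries, group only, and empirical Bayes moderation with a trend on mean expression. DEGs were called at a log2 fold change above 1 either way and a Benjamini-Hochberg adjusted p below 0.01. A positive log2 fold change means higher in M for E vs. M, and higher in RE for M vs. RE and E vs. RE. The design set before the data were examined named the paper's edgeR test. It was kept as written, but limma was used instead because the deposited values are coverage. The pseudocount and the filter were set after the table was seen. Genes named in the text are those the paper names or labels legibly in its figures, the 3 DEGs with the largest change in each direction of each comparison among those with an average log2 value of at least 2, and the 3 RE-only genes with the smallest adjusted p in E vs. RE in each direction. This rule was set before the data were examined. An item that it covers is not reported here. Ret, among the stemness-related labels, was picked as an example after its values were seen, as were the other single genes chosen from the figure labels.

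The replicate numbers shared by the groups come from the sample labels and column names. Whether they pair the libraries was checked from the correlation of same-numbered deviations, and each fit was repeated with the replicate number as a block.

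RE-only genes were called in M vs. RE or E vs. RE and not in E vs. M. Gene sets were tested with limma's camera on the S-phase and G2/M genes of Seurat 5.3.0 (97 genes) and on the mouse Reactome sets of fgsea 1.28.0 with 15 to 500 genes tested. Over-representation of RE-only genes used a one-sided hypergeometric test and was added after the data were seen. Transcript length and GC content were taken from a newer mouse annotation than the build the authors used and were matched by symbol for 12973 of the genes tested (93.4%).

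The fit was tested on simulated data with 200 genes changed by 2 on the log2 scale, of which 195 were among 13718 genes run. It called 61% of those 195 in the right direction and 0 unchanged genes, so that the calls miss part of the changes of this size. The simulated noise was independent between libraries and of the same size in each group, without a trend on transcript length. The E libraries here were noisier than the others, so the 0 false calls do not measure the error in comparisons with E.

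Alternatives set before the data were examined were a fold change of 1.5, an adjusted p of 0.05, median-of-ratios size factors, no filter, the filter in every library, a fit of only the 2 groups compared, the replicate block, other definitions of RE-only genes, other distances and linkages, the fry test, estimated inter-gene correlation for the Reactome sets, and leaving out each library. Alternatives added after the data were seen were pseudocounts of 0.025 and 1, scaling by library totals only, array weights, removal of each library's trend on GC content and length with and without the block, estimated inter-gene correlation for the cell-cycle genes, and the background of all genes tested. The GO and KEGG collections of the paper were not used here.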

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

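All tests of explanations in this part were chosen after the patterns were seen. The results here concern gene sets that the paper does not discuss as such, although 1 of them holds *Mki67*, whose protein the paper stained in tumours.

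The Reactome set Eukaryotic Translation Elongation, mostly ribosomal proteins of the cytosol, was lower in the RE than in the E cells, with a median log2 fold change of −0.71 and 78 of 78 genes lower, and lower in the M than in the E cells, with a median of −0.54 and 77 of 78 genes lower. Removal of each library's trend on GC content and transcript length left −0.45 in E vs. RE (73 of 78 genes lower), more than the 50% set as the criterion, but only −0.27 in E vs. M (60 of 78 genes lower), so about 50% of the E vs. M difference went with these properties. Scaling by library totals only gave −0.79 where the median of all genes shifted to −0.08. The mitochondrial translation set, whose genes are other ones, had a median of −0.51, which does not show whether coverage shared with pseudogenes affects the ribosomal protein genes, so that explanation remains open. The difference between the 2 E libraries remains: the set was higher by 0.39 on the log2 scale in the first E library than in the second. That is more than 50% of the size of the E vs. RE difference. Without 1 library at a time, the median ran from −0.90 to −0.50 in E vs. RE and from −0.73 to −0.34 in E vs. M. With the inter-gene correlation estimated from the residuals (0.53), and 3 residual degrees of freedom, the camera p without adjustment was 0.2. With 2 E libraries this far apart, the pattern cannot be told apart from variation among E cultures or libraries, nor from shared coverage.

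Cell-cycle genes were lower in the RE than in the M cells, with a median log2 fold change of −0.51, while the paper reports that BrdU incorporation was higher in the RE than in the M cells. Across genes, the M vs. RE log2 fold change had no relation to transcript length (Spearman rho −0.01) or GC content (0), so removal of their trend, which left −0.50, had little to remove and shows no stability. The median was −0.30 with scaling by library totals only, which left more than 50% of its size, the criterion set, while the median of all genes shifted to 0.18. The E libraries do not enter this median. Against this, the self-contained fry test gave an adjusted p of 0.1, and the camera test with estimated correlation and 3 residual degrees of freedom gave 0.64. A design of this size leaves these forms of the test little power. Lower expression of cell-cycle genes in RE cultures, for example from a different cell density at harvest, may be a biological difference, but density was not examined here and this is a hypothesis only.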

How the results depend on the processing

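The DESeq2 Wald test and the edgeR exact test set as alternatives were not run, because the deposited values are not read counts. Where a value below moved, the cause was not tested.

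The total counts of genes stayed within 1.5 times those reported, except as follows. In a fit of only the 2 groups compared, 430 genes were called in E vs. RE against 1244, and 214 of the E vs. M DEGs were still changed in the RE cells against 549. At a fold change of 1.5 that number was 889, and at an adjusted p below 0.05 it was 872. With array weights, 1581 genes were RE-only against 984. RE-only genes numbered 292 when called in both comparisons, 600 when called in E vs. RE, and 322 when required to be flat in E vs. M. Scaling by library totals only gave 802 higher and 1829 lower DEGs in E vs. M against 1142 and 1161, and 1405 higher and 500 lower in M vs. RE against 1102 and 643. Lower DEGs numbered 966 in M vs. RE and 663 in E vs. RE at a fold change of 1.5, and 674 in E vs. RE at an adjusted p below 0.05, against 643 and 436. With a replicate block, the counts were 2351, 1764 and 1181 for the 3 comparisons, 3320 for any of them, 969 RE-only and 526 still changed. Similar totals can hold different genes. Of the 2303, 1745 and 1244 DEGs, 1865, 1646 and 951 were called in the same direction after removal of the trend on GC content and length. Genes without these properties could not be called there. With library totals, 1963, 1602 and 1127 were called in the same direction.

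Leaving out 1 library leaves a group with 1, so only values were compared. Of the main DEGs, 2078 to 2303 in E vs. M, 1663 to 1745 in M vs. RE and 1113 to 1244 in E vs. RE kept their direction and a log2 fold change above 1 across the 6 fits that each left out one replicate. The fewest in E vs. M and E vs. RE were without the first E library.

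The median residual of E vs. M DEGs was 0.37. It was 0.41 and 0.30 with a different E library in each term, and from 0.34 to 0.39 without 1 library at a time. The ratio of the RE to E and RE to M distances was 0.87, with 0.69 on unscaled DEGs, 0.80 on unscaled values of all genes and 0.79 to 0.97 without 1 library at a time. It stayed below 1 in these settings, and RE joined E before M under complete and average linkage on each of the 4 distances.

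The cell-cycle genes kept their direction in M vs. RE and E vs. RE, with a median of −0.63 to −0.39 and −0.55 to −0.19 without 1 library at a time. Their p-values depend on the test. With the fry test, the medians of 0.15, −0.51 and −0.39 in E vs. M, M vs. RE and E vs. RE had adjusted p of 0.27, 0.1 and 0.18, and with estimated inter-gene correlation, in a test with 3 residual degrees of freedom, 0.67, 0.64 and 0.64. In E vs. M the median was 0.13 for the G2/M genes (adjusted p = 0.071 by limma's camera), 0.07 after removal of the trend on GC content and length with or without the replicate block (adjusted p = 0.19 by limma's camera), and −0.14 with scaling by library totals only (adjusted p = 0.18 by limma's camera), where the median of all genes was −0.29. Its range without 1 library at a time was 0.01 to 0.31. With the correlation estimated for each set, again with 3 residual degrees of freedom, 0 Reactome sets passed in each comparison, against 146, 211 and 144, while 25, 18 and 10 had an unadjusted p below 0.05.

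Of 82 comparisons of single genes reported, 66 kept their direction and side of the threshold under all settings that gave a p. Among the others there were 18 weaker and 7 stronger results, 8 of the weaker ones from the fit of only the 2 groups compared. Sign changes were limited to genes near 0. After removal of the trend on GC content and length, with and without the replicate block, *Twist1* was at 0.25, *Mki67* at −0.23 and *Ndufs3* at 0.19 in E vs. RE, and *Ndufs3* at 0.19 in E vs. M. Without 1 library at a time, the E vs. M value of *Cdh1* ran from −0.33 to 0.01, of *Hk2* from −0.48 to 0.25, of *Ldha* from −0.66 to 0.21 and of *Ndufs3* from −0.52 to 0.10, and the E vs. RE value of *Ldha* ran from −0.68 to 0.19 and of *Ndufs3* from −0.47 to 0.15. None of the calls in these 82 comparisons changed with the replicate block alone, while among the other gene labels of the paper's figures it called *Disc1* and *Krt4* in M vs. RE and lowered the stemness-related labels called from 36 to 35 in E vs. M and from 15 to 13 in E vs. RE.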

Differences from the paper's values

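With the settings reported, no value differed from the paper's by the criteria used, which for counts include a ratio above 1.5. The paper's counts of DEGs are 2931 in E vs. M, 2336 in M vs. RE and 1848 in E vs. RE, with 4211 genes in any and 1288 modulated only in the RE cells, against 2303, 1745, 1244, 3287 and 984 here. In E vs. RE the paper's count is close to 1.5 times the value here. An adjusted p below 0.05 in place of 0.01, an alternative set before the data were examined, gave 2945, 2293 and 1863 DEGs, 4210 genes in any comparison and 1265 RE-only genes. A fold change of 1.5, as in the paper's results, gave 3232, 2257, 1751, 4451 and 1219. Of the alternatives set before the data were examined, the replicate block (1181), no filter (995), the filter in every library (1094) and the fit of only the 2 groups compared (430) gave E vs. RE counts that differed from the paper's by more than that ratio. So did 4 alternatives chosen after seeing the data, library totals (1215), pseudocounts of 0.025 (1185) and 1 (1082) and array weights (1087). The filter in every library also gave differing counts for E vs. M (1842), M vs. RE (1355), any comparison (2690) and RE-only genes (848), and the fit of only the 2 groups compared for E vs. M (1645). A pseudocount of 1, chosen after seeing the data, also did so for E vs. M (1844), M vs. RE (1447) and any comparison (2721), and so did the 3 other definitions of RE-only genes (292, 600 and 322). An adjusted p of 0.05 and a fold change of 1.5 are the settings under which the counts here come near the paper's. The paper's methods name an adjusted p of 0.01. Some single-gene values also differed under alternatives. A pseudocount of 1 moved *Cldn1*, *Mmp2* and *Mmp9*. Library totals gave 1.99 for *Mmp2* in E vs. RE (paper 2.2) and 8.8 for *Mmp9* in E vs. M (9.2). Removal of the trend on GC content and length gave 0.85 for *Cldn1* in E vs. RE (1.1). Ratios of M to E moved to 0.0307 for *Mgat3* (0.02) without the second M library. They moved to 24.5 for *Vim* (15) without the first E library and 11.8 for *Zeb2* (7.8) without the second.

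Of the gene labels coloured in the volcano plots (Figures 1f, 3b, 5a and S4), 19 were not called here in the comparison of their panel. At an adjusted p below 0.05, 15 of the 19 were called, and at a fold change of 1.5, 1 was, *Akna* in E vs. RE, which median-of-ratios size factors also called. The 15 were *Phactr4*, *Sox5* and *Il6* in E vs. M, *Disc1*, *Krt4*, *Ehf* and *Mmp12* in M vs. RE, and *Fn1*, *Hmga2*, *Jag1* (in 2 figures), *Nrp2*, *Ptn*, *Sox5* and *Il6* in E vs. RE. Some were also called under other settings. A fit of only the 2 groups compared called *Disc1*, *Krt4*, *Ehf* and *Mmp12*, and the replicate block called *Disc1* and *Krt4*. Among settings chosen after seeing the values, array weights called *Phactr4*, *Disc1*, *Fn1*, *Jag1*, *Nrp2*, *Krt4*, *Ehf* and *Mmp12*, a pseudocount of 0.025 called *Krt4*, removal of the trend on GC content and length called *Sox5* and *Il6* in E vs. M, *Fn1*, *Hmga2*, *Nrp2*, *Ptn* and *Il6* in E vs. RE, and *Krt4* and *Mmp12*, and that removal together with the replicate block called each of the 15 but *Sox5* in E vs. RE. No setting called *Sox8* (adjusted p = 0.294 by limma) or *Crb2* (adjusted p = 0.15 by limma) in E vs. RE, where the E libraries were at the floor. Their RE means were at least 1.3 and 1.5 times the floor, but each rests on 1 RE library. The other was at the floor (*Sox8* at 0 ppm in the first, *Crb2* at 0.0455 ppm in the second). Nor did any setting call *Sdr16c5* in M vs. RE, which was under the filter.

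By qRT-PCR, the paper finds no change of *Snai1* across the E, M and RE cells and a return of *Vim* in the RE cells to a level like that of the E cells. For the Snail protein, however, its immunofluorescence (Figure 1c) showed no expression in the E cells and expression in the M and RE cells. The paper does not name *CDH2* among the markers raised in the M cells by qRT-PCR, where *Cdh2* was called higher here (1.86). In these libraries *Snai1* was called higher in the M and RE cells (1.82 and 1.56), and *Vim* was called higher in the RE than in the E cells (2.30), although both E vs. RE calls were lost in a fit of only the 2 groups compared. The paper's own RNAseq values in Figure S2, relative to E, are close to those here. For *Snai1* they are about 3.0 in M and about 2.9 in RE, and for *Vim* about 5 in RE (Figure S2, read by eye), against 3.49, 2.91 and 4.73.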

Other observations

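Of the tests in this part, the one of sequencing depth was chosen after the result was seen. The principal components had also been seen before the test of a mixture of cells was chosen.

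The 2 E libraries differed from each other more than the 2 M or the 2 RE libraries did. Depth is not a sufficient explanation: among 6981 genes with a mean of at least 1000 reads' worth of coverage, the SD of the E difference was still 3.55 times that of the M difference. Across genes, which are not independent replicates, the E difference correlated with transcript length (Spearman rho −0.42) and little with GC content (−0.13, between the limits set for a cause and for none). Its relation to the contrast between M and RE cells was weak (rho 0.09). The test asked whether 1 E culture had been further along the TGFβ1 response, but that rho also covers genes that do not respond. On component 1 the second E library lay nearer the M libraries (−41.2, against −53.8 for the first). Mesenchymal markers went both ways: *Fn1* and *Zeb2* were higher in the second E library, *Vim* and *Snai1* in the first. The component and these marker values were taken without removal of the trend on GC content and length. That trend may enter both, so neither can decide the question. A different position along the response therefore remains open. Length also correlated with the E vs. M (0.29) and E vs. RE (0.33) log2 fold changes and not with M vs. RE (−0.01). Removal of the trend on GC content and length lowered the SD of the E difference from 0.552 to 0.486, against 0.302 for M and 0.289 for RE, so a length-dependent step in making the libraries may contribute but leaves most of it. The paper gives RNA quality for the libraries together and not by replicate. GC content correlated about as much with the smaller differences between the M (−0.15) and between the RE libraries (−0.17), so it does not set the E libraries apart. No biological explanation beyond the TGFβ1 response was tested.

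Of all genes called in any comparison, 12.1% were called in the RE cells in the same direction against both E and M. A mixture of unchanged E and M cells would put the RE level between the other 2, and under 1% was the limit set for it, so such a mixture is not a sufficient explanation. After removal of the trend on GC content and length, 86% of those genes with a value were still called against both, and 86.7% with scaling by library totals only. A state of its own in at least part of the RE cells may explain this, as a hypothesis found and tested on the same libraries. Bulk libraries do not show in which cells.

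Genes raised by TGFβ1 had a median residual in the RE cells of 0.43 and lowered genes of 0.30. The difference of 0.13 kept its sign in 8 choices of 1 library per group but ran from 0.07 to 0.22, so it missed the limit of 0.1 set for an effect of direction. With scaling by library totals only it was 0.16, so normalization does not account for it. With a different E library in each term it was 0.26 or 0.05. The result is negative: a difference by direction was not shown.

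Some proteins that the paper measured by staining or western blot have transcripts in these libraries of cultured cells. *Acta2*, which encodes α-SMA, had a log2 fold change of 7.23 (standard error 0.35, adjusted p = 3e-05 by limma) in E vs. M and 2.94 (standard error 0.35, adjusted p = 0.00202) in E vs. RE, the latter not called when only the 2 groups compared were fitted (adjusted p = 0.012). *Mki67* had 0.67 in E vs. M (adjusted p = 0.00841 by limma), called only at a fold change of 1.5, and 0.22 in E vs. RE (adjusted p = 0.269). *Hk2*, *Ldha*, *Ndufs3* and *mt-Nd1* were not called in any of the 3 comparisons. The paper's summary (Figure S8) gives the M cells another metabolic signature than the E and RE cells, from proteins and lactate. In the order named, the log2 fold changes were −0.12, −0.23, −0.21 and −0.25 in E vs. M. They were −0.52, −0.02, 0.05 and 0.13 in M vs. RE, and −0.64, −0.24, −0.16 and −0.12 in E vs. RE.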
